# Identifying pathways modulating sleep duration: from genomics to transcriptomics

**DOI:** 10.1038/s41598-017-04027-7

**Published:** 2017-07-04

**Authors:** Karla V. Allebrandt, Maris Teder-Laving, Paola Cusumano, Goar Frishman, Rosa Levandovski, Andreas Ruepp, Maria P. L. Hidalgo, Rodolfo Costa, Andres Metspalu, Till Roenneberg, Cristiano De Pittà

## Abstract

Recognizing that insights into the modulation of sleep duration can emerge by exploring the functional relationships among genes, we used this strategy to explore the genome-wide association results for this trait. We detected two major signalling pathways (ion channels and the ERBB signalling family of tyrosine kinases) that could be replicated across independent GWA studies meta-analyses. To investigate the significance of these pathways for sleep modulation, we performed transcriptome analyses of short sleeping flies’ heads (knockdown for the *ABCC9* gene homolog; d*Sur*). We found significant alterations in gene-expression in the short sleeping knockdowns *versus* controls flies, which correspond to pathways associated with sleep duration in our human studies. Most notably, the expression of *Rho* and *EGFR* (members of the ERBB signalling pathway) genes was down- and up-regulated, respectively, consistently with the established role of these genes for sleep consolidation in *Drosophila*. Using a disease multifactorial interaction network, we showed that many of the genes of the pathways indicated to be relevant for sleep duration had functional evidence of their involvement with sleep regulation, circadian rhythms, insulin secretion, gluconeogenesis and lipogenesis.

## Introduction

Environmental cues, such as time of year and amplitude of seasonal changes, influence sleep behaviour^1^, neurobehavioral disorders^2^ and energy metabolism, supporting the link between these systems. Too little or too much sleep is also associated with health deficits, including high body-mass index (BMI), hypertension, cardiovascular diseases, type–2 diabetes, and general mortality^3^. Although the underlying mechanisms are not yet known, homeostatic and circadian sleep regulation interactively influence energy metabolism^4^ and mood^2^.

In our earlier reported meta-analysis for genome-wide association studies (GWAS; N = 4251) on sleep duration, we identified one genome-wide significant signal (rs11046205) in the *ABCC9* (ATP-binding cassette, sub-family C, member 9) gene^5^. *ABCC9* encodes a pore-forming subunit (SUR2) of an ATP-sensitive potassium channel (K_ATP_), a sulfonylurea receptor which plays a role in the aetiology of cardiomyopathies and energy metabolism^6^. By knocking down its homologue (d*Sur*, Sulfonylurea receptor) in *Drosophila*, we earlier reported a shortening in night sleep in this organism^5^. *ABCC9* gene expression alterations in a sub-population of neurons activated during sleep deprivation in mice were previously reported^7^.

However, sleep is a complex trait arising from the accumulation of genetic effects acting within common biological pathways. Based on this principle, we have here used a novel approach for the interpretation of our GWAS data. In standard GWAS, the combined effect of weaker SNPs/genes that could be associated with a trait is ignored, and thereby, it is difficult to explore biological function and mechanism from a systems point of view^8^. To overcome this limitation of the method, we used a gene set enrichment approach to identify the main gene sets/pathways in our genome-wide association results for sleep duration. To explore the functional relevance of these pathways for sleep duration, we investigated gene expression alterations in a *Drosophila* short sleeping model^5^ (d*Sur* knockdown) *versus* control flies. Several studies suggest that many sleep pathways are conserved between flies and mammals^9^ and support the notion that studies in *Drosophila* give insights into the molecular basis of sleep in more complex organisms. Therefore, we used a systems biology approach to compare the results of gene expression in d*Sur* KD *Drosophila* with significant pathways from our GWAS (current and past)^5^ meta-analyses results (for study design see Supplementary Material and Methods, Fig. 1). Remarkably, the two main pathways associated with sleep duration in humans were ranking among the top significant pathways in our gene expression analysis in *Drosophila*. We also confirmed that the expression of several genes, reported to be involved in sleep regulation in model organisms, was down-regulated in the short-sleeping flies. The molecular pathways of these genes are also associated with human sleep duration. Moreover, several genes of the top raking GWAS and *Drosophila* transcriptome pathways are known to be involved in the development of metabolic dysfunction, as shown in Figure 1.

**Figure 1:**
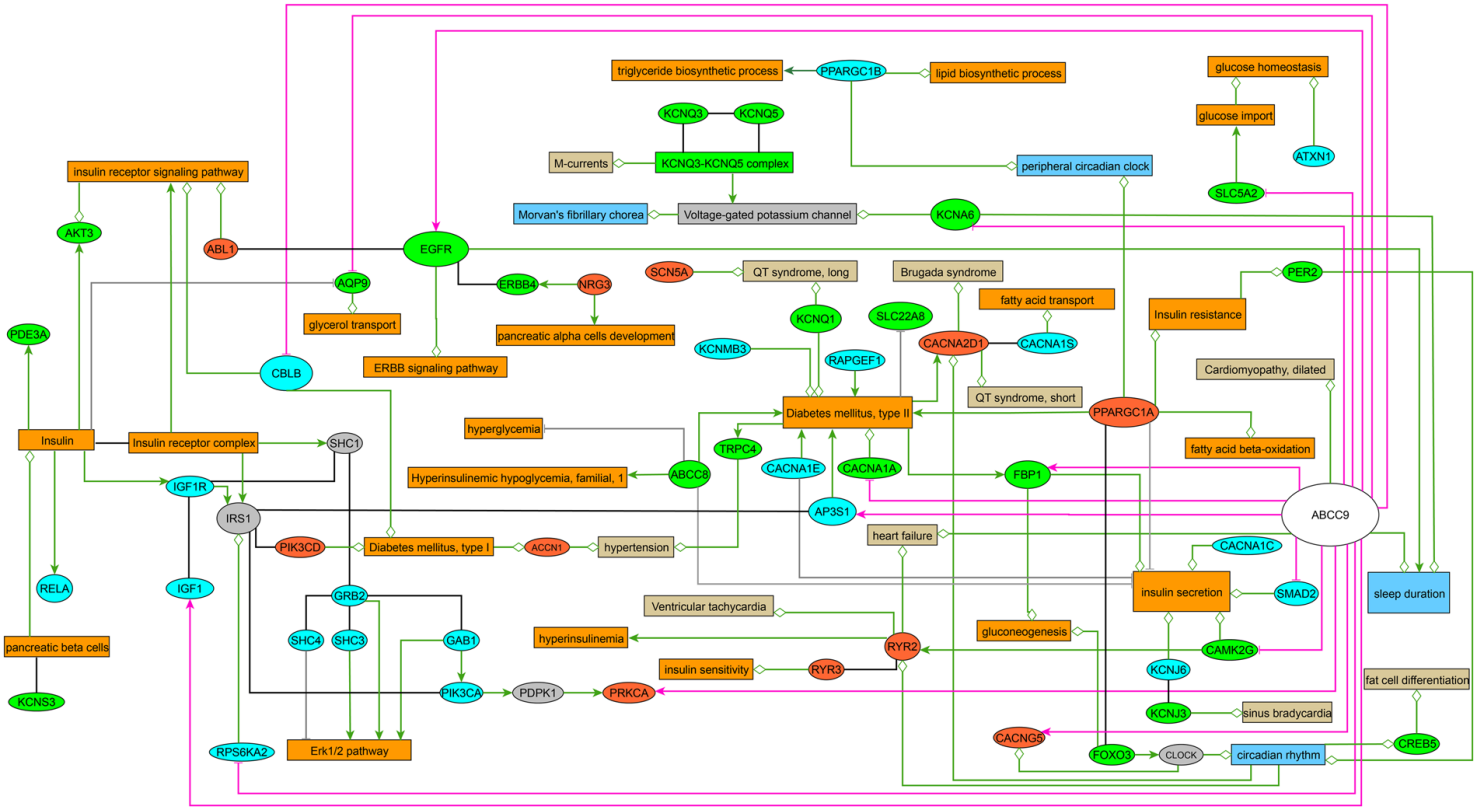
Human gene vs. disease multifactorial interaction network. The network shows interactions between genes from significant pathways (ERBB signaling family of tyrosine kinases and ion channels) identified based on the GWAS datasets (Meta3, green nodes; Meta7, light-blue nodes; overlapping genes between Meta3 and Meta7, orange nodes) and the Drosophila transcriptome GSEA. Only human homologs of the respective Drosophila genes with altered expression in the dSur KD flies in relation to controls (Fig. 2) were included. Relationships between the respective genes and biological processes (diabetes, carbohydrate and lipid metabolism, orange; cardiovascular diseases, beige), protein complexes and phenotypes (abnormal sleep and circadian behaviour, blue) are also shown (decreased activity/expression, grey edges with cross bar; increased activity/expression, green colored arrows; modulated activity/expression, green edges with open diamond). Red edges indicate gene expression for flies pooled every 3 h of the 24 hours period (decreasing expression, cross bar; increased expression in relation to wild-type controls, arrows; ratio RNAi/wt). Protein-protein interactions are displayed as black edges; interlinking genes are shown as grey nodes. A list of interactions with literature references is available in the Supplementary Table S8.

## Materials and Methods

### Study Populations

Data from 3 GWAS consisting of 1564 phenotyped and genotyped individuals (all of European ancestry and informative for sleep duration) were meta-analysed in the discovery phase (Table 1). A description of the cohorts included in individual GWAS on sleep duration, which are reported here for the first time (BREC – Brazilian Extreme Chronotypes, EGCUT – Estonian Genome Center, University of Tartu and GEC – German Extreme Chronotypes), can be found in Supplementary Materials and Methods (Supplementary Fig. S1; Supplementary Table S1 and Supplementary Text). The data of the GEC cohort was obtained through an online-based platform and biological samples were obtained by mailing participants self-collecting saliva sample-kits (Oragene; DNA Genotek, Inc., Ottawa, Ontario, Canada) for DNA extraction. The consistence of the method was tested comparing intra-individual blood and saliva DNA of a sub-sample of individuals (Supplementary Fig. S2). To replicate the results of our pathway analyses, we made use of independent meta-analysis results on sleep duration GWAS that we had published^5^. A description of the 7 cohorts included in that study (KORA – Cooperative health research in the Region of Augsburg, KORCULA – the Korcula study in Croatia, ERF – Erasmus Rucphen Family, EGCUT – Estonian Genome Center, University of Tartu, MICROS – the Micro-isolates in South Tyrol Study, NESDA – the Netherlands Study of Depression and Anxiety and the ORCADES – Orkney Complex Disease Study) can be found in the Supplementary Material and Methods (Supplementary Table S1) and in the original publication^5^.

**Table 1:** Meta-analysis top cluster-index SNPs (P < 10^−5^) for associations across all investigated autosomal chromosomes.

Chr	SNP ID (region)	Effect allele	CEU allele freq	Freq range	Genome-wide association studies (N) - Beta coefficients -				Meta- analysis *P*	Cluster SNPs (KB)	Locus (role), nearby *loci*	eQTL
					BREC (484)	EGCUT (749)	GEC (331)	Meta-analysis				
7	rs2299492 (126052682..126334114)	T	0.11	0.06–0.07	0.3672	0.305	0.4405	0.357	1.232e-06	19 (281)	*GRM8* (*Intron*)	*NA*
7	rs177580 (28465195..28473041)	C	0.44	0.40	NA	−0.252	−0.1663	−0.222	1.852e-06	4 (8)	*CREB5* (*Intron*)	rs12674890 YRI 9e-05
13	rs1414933 (39561593..39582022)	G	0.14	0.09–0.14	0.2657	0.248	0.2296	0.252	3.719e-06	10 (20)	*—*	*NA*
9	rs1336466 (26323942..26404780)	T	0.79	0.82–0.80	NA	−0.245	−0.2983	−0.2649	8.123e-06	2 (81)	—	*NA*
17	rs7210252 (72396626..72403826)	G	0.02	0.05–0.08	0.1104	0.479	0.3487	0.326	7.076e-06	4 (7)	*MGAT5B* (*Intron*)	rs276229 YRI 4e-05

Ind﻿ex SNPs from 5 different associated genomic regions are shown. All SNPs listed are in Hardy-Weinberg equilibrium (HWE, P > 0.05), Criteria for clustering SNPs were physical distance threshold of 250 KB in relation to the index SNP, the extent of LD with it (*r2* > 0.5), and association *P* < 0.01. ^b^The nearest reference locus is in bold typeface if the SNP cited is within it, and the role of the SNP is given between brackets. Reference *loci* are shown if any SNP of the cluster is located in a specific *locus* or within 20 KB up- or downstream of it. Chromosomes positions are based on the NCBI build 36. Total N for the meta-analysis was 1564, except for rs177580 and rs1336466 (N = 1080), for which results were not available for the BREC GWA. The effect (beta) was calculated based on either on the minor or the common allele, depending on the statistics packages used for the GWA analyses. eQTL = expression quantitative trait loci gene expression annotation from the SCAN database. Abbreviations: Chr = chromosome; MAF = minor allele frequency; SEM = standard error of the mean; NA = not available; BREC: Brazilian Extreme Chronotpyes; EGCUT = Estonian Genome Center, University of Tartu, and GEC: German Extreme Chronotypes.

### Ethical statement

All studies adhered to the tenets of the Declaration of Helsinki. All experimental protocols were approved by the local ethics committees in Brazil (at Hospital de Clinics of Porto Alegre and National Commission of Ethics and Research; Project 08-087 GPPG/HCPA, CONEP 15155: “Evaluation of the chronobiological profile of a Caucasian population from the Vale do Taquary – Rio Grande do Sul”), in Estonia (at University of Tartu; N° 234/T-12: “Omics for health: an integrated approach to understand and predict human disease”), and in Germany (at University of Munich; N° 170-08: “The genetics of the endogenous clock in humans”). Informed consents were obtained from all participants after explanation of the nature and possible consequences of the study.

### Phenotyping

Average weekly sleep duration (SD_av_) was assessed with the short version of the Munich ChronoType Questionnaire (MCTQ)^10, 11^. Sleep duration distribution was nearly normal in all cohorts, but to avoid any deviations of normality, the average weekly sleep duration (on work and free days) was normalised (Supplementary Material and Methods). Inclusion criteria were: (1) no use of an alarm clock on free days; (2) no shift-work during the last three months; and (3) no use of sleep medication (benzodiazepines and other pharmacological agents that influence sleep; see Supplementary Table S2).

### Genotyping and Imputation

Genotyping of BREC, EGCUT and GEC were accomplished all with the same platform (Illumina Human OmniExpress 700 K) at the Helmholtz Centre Munich or Estonian Biocentre Genotyping Facilities. The overall quality-control criteria excluded individuals with low call rates or deviation from Hardy-Weinberg equilibrium, excess heterozygosity, gender mismatch and bad clustering in the stratification analysis (Supplementary Fig. S3). Non-genotyped SNPs were imputed by using the 1000 Genomes reference panel and the IMPUTE2^12^ software. Cohorts included in the meta-analysed published GWAS^5^ were genotyped on a variety of platforms. The quality control and imputation details can be found in Supplementary Materials and Methods, Figure 4.

### Statistical Analysis

Genotypes consisting of both directly typed and imputed SNPs (N ≈ 4.9–9 Mio, as specified in Supplementary Table S3) entered the GWA analyses. To avoid over-inflation of test statistics due to population structure or relatedness, we applied genomic controls for the independent studies and meta-analysis (Supplementary Materials and Methods, Supplementary Fig. S4 and Supplementary Table S3). Linear regression (PLINK) for associations with normalized sleep duration was performed under an additive model, with SNP allele dosage as predictor and with age, age2, gender, normalized MSFsc (Midsleep on free days, corrected for sleep-depth accumulated during the workweek), season of assessment (dichotomized based on time of the year; day-light savings time - DST or standard zone time assessments) and BMI as covariates (Supplementary Fig. S5). A fixed-effects meta-analysis was conducted using the inverse-variance-weighted method in PLINK (Supplementary Fig. S6). All SNPs with low MAF (<0.01) and low imputation quality (Rsq/proper_info <0.3) were dropped from the meta-analysis. Corresponding to Bonferroni adjustment for one million independent tests^13^, we specified a threshold of *P* < 5 × 10^−8^ for genome-wide significance. To assess the number of independent loci associated with sleep duration at the *P* < 10^−5^ (Table 1 and Supplementary Table S4), correlated SNPs were grouped using a LD-based result clumping procedure (PLINK).

### Gene set enrichment analysis for GWAS

To identify pathways/gene sets associated with sleep duration, we used an improved gene set enrichment analysis for GWAS (i-GSEA4GWAS)^8^. This method overcomes the limitations of single SNP analysis in GWAS, using a gene set enrichment approach to yield pathways/gene sets associated with the trait of interest. Genes were mapped within 100 kb up- and downstream of the SNP (threshold *P* < 0.05) region. We searched for gene sets relevant for canonical pathways from a variety of online resources and GO biological processes, molecular function and cellular components. Pathways/gene sets with FDR < 0.25 were regarded as to be possibly associated with traits, whereas those with FDR < 0.05 were regarded as high confidence or with statistical significance (Supplementary Tables S5 and S6).

### Gene versus diseases network analyses

To integrate information of genes/proteins belonging to the most significant pathways with their validated relevance in several biological processes, we generated a multifactorial interaction network (Fig. 1). We used CIDeR, a publicly available database that integrates interactions between heterogeneous factors associated with human diseases^14^. All interactions shown in Figure 1 are based on experimental evidence from scientific literature (Supplementary Table S8: CIDeR interactions^14^). Our analyses covered disease-related interactions from sleep disorders, as well as the metabolic dysfunction (obesity and type I and II diabetes).

### Fly strains and Behavioural Assays

Flies were raised at 23 °C on yeast cornmeal agar food. An *elav*-*Gal4* strain was crossed to the RNAi *UAS*-*Sur* line (*V104241*) from the Vienna Drosophila RNAi Centre. The KD effect was quantified and found to be ~40% (Supplementary Fig. S7 and Supplementary Table S9). Control experiments were performed with *V10424* and *elav*-*Gal4* flies. *Drosophila* Activity Monitoring System devices (DAMS) from Trikinetics (Waltham, MA) were used to collect locomotor activity and sleep data in 1-min bins. Two-day-old males (32 flies per genotype) were acclimatised in 12 h:12 h light/dark cycles at 23 °C for two days, and activity was recorded under these conditions for 3 further days. Sleep deprivation was calculated from the locomotor activity data by using a Microsoft Excel script in which sleep was defined as 5 min of consecutive inactivity of the flies^15^. All animal procedures were approved by the local ethical committee at University of Padova and followed international guidelines.

### Microarray labelling and hybridization

Gene expression profiling was carried out on d*Sur* KD (elav-Gal4/RNAi-104241 knockdown) and parental control strain (RNAi-104241) fruit flies using the Drosophila 1.0 custom platform (Agilent Technologies) in two experimental conditions: “Pooled” (pooled samples collected every three hours over a 24 h period, including also ZT15) and “Night” (collected in the dark phase at ZT15 as representative of the time-point of pronounced sleep shortening in the mutant flies). Flies were collected from the incubator during darkness at the night time. Red light was used for a few seconds only to transfer the flies into vials prior to freezing. For each condition, “Pooled” and “Night”, total RNA was extracted from the head of 30 flies for each genotype, each biological replicate, and each time point. Four biological replicates were analysed for d*Sur* KD and control samples respectively for each time point for a total of 16 microarray experiments. Details on total RNA isolation procedure, microarray design and microarray labelling are presented in Supplementary Materials and Methods. Gene expression data are available in the GEO database with the accession number: GSE52764.

### Statistical analysis of gene expression data

Inter-array normalization of expression levels was performed with quantile method^16^ to correct possible experimental distortions. A normalization function was applied to the expression data of all the experiments and the values of within-arrays replicate spots were then averaged. Spot quality measures were done as described in Supplementary Material and Methods. Principal Cluster analysis, and profile similarity searches were performed with Multi Experiment Viewer version 4.8.1 (tMev) of the TM4 Microarray Software Suite^17^. The identification of differentially expressed mRNAs was performed with Linear Models for Microarray Data (LIMMA) program with default settings (FDR ≤ 5%)^18^. The normalized expression values of the biological replicates for each genotype were log2 transformed and averaged.

### Functional enrichment analysis of the transcriptomic’s results

Functional enrichment analysis of differentially expressed genes in the *dSur* KD relative to expression observed in the control flies in the “Night” (flies collected at ZT15) and “Pooled” (flies collected every 3 hours over a 24 hours period) experiments was performed using the Graphite web tool^19^, which is based on Reactome pathway database^20^. The hypergeometric test (Fisher Exact test), which estimates the chance probability of observing a given number of genes from a pathway among the selected differentially expressed genes, was applied. Raw *p*-*values* were adjusted using Benjamini-Hockberg method.

### Validation of relative gene expression by quantitative RT-PCR

Quantitative RT-PCR was used to validate the expression values of four differentially expressed genes obtained from microarray experiments (Fig. 2). Experimental details can be found in the Supplementary Table S9 and in Supplementary Materials and Methods).

**Figure 2:**
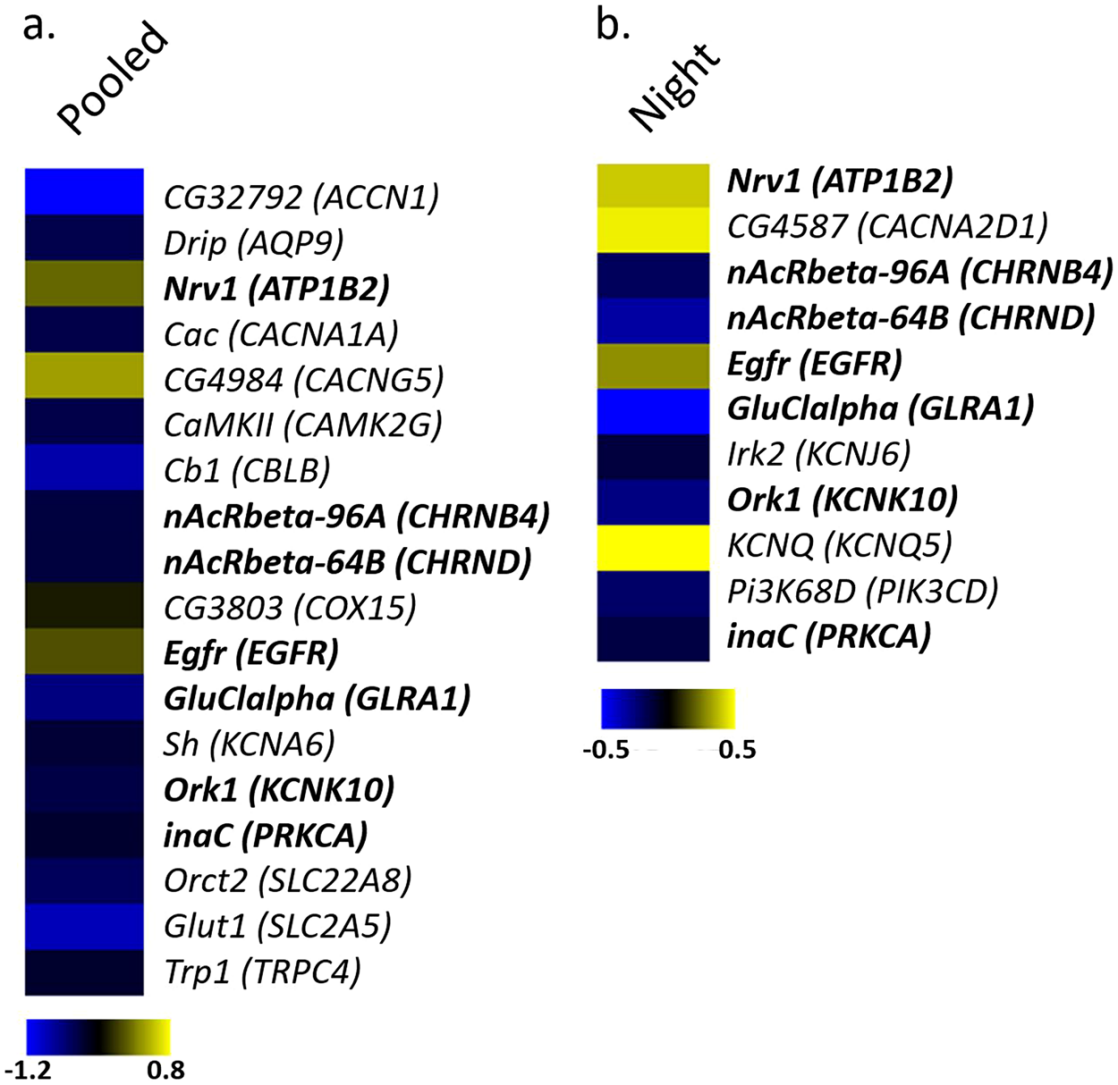
Differentially expressed genes in d*Sur* KD flies *vs*. controls. Heat map representing a selection of deregulated transcripts homologs to human genes (indicated in brackets) associated with sleep duration in the meta-analysis results used for the GSEA in (**a**) “Pooled” (*Drosophila* pooled every 3 h of the 24 hours period) and (**b**) “Night” (3 h into the night) conditions. A color-coded scale for the normalized expression values is used as follows: yellow and blue represent high and low expression levels in d*Sur* KD with respect to control, respectively. The expression level of each transcript was calculated as the log2 (d*Sur* KD/control), and the complete lists of differentially expressed genes identified by LIMMA software are provided in the Supplementary Table S7.

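The 22 genes of the heat maps in Fig. 2 were all measured. In "Pooled", 6 of them were higher and 16 lower in d*Sur* KD than in control flies, and 12 passed 5% among all probes tested with limma (3 higher, 9 lower; 14 when adjusted over the list alone). In "Night", 6 were higher and 16 lower, and 9 passed (2 higher, 7 lower; 16 adjusted over the list alone). The genes were picked in the study from these same arrays, so the counts adjusted over the list alone are not independent evidence. The median log2 (d*Sur* KD/control) of the list was -0.17 in "Pooled" and -0.19 in "Night". *Ork1*, a potassium leak channel (probe on X from 10772175 to 10772234), fell by 0.29 on the log2 scale in "Pooled" (standard error 0.0632, limma adjusted p = 0.0041) and by 0.25 in "Night" (adjusted p = 0.0092). *Orct2*, an organic cation transporter, fell by 0.38 (adjusted p = 0.00097) and by 0.21 (adjusted p = 0.037). *nAcRbeta-96A*, an acetylcholine receptor subunit, fell by 0.17 (adjusted p = 0.017) and by 0.20 (adjusted p = 0.0075). *CG4984* rose by 0.52 in "Pooled" (adjusted p = 0.021) and by 0.42 in "Night", which did not pass (adjusted p = 0.056). *CG4587* rose by 0.34 without passing in "Pooled" (adjusted p = 0.14) and by 0.47 in "Night" (adjusted p = 0.046). *CG32792* was not well above background on any d*Sur* KD array and was so on 3 of the 4 control arrays in "Pooled", where it was at least 1.21-fold lower. No bound can be given for it in "Night", where 1 of 4 control arrays measured it. For *nrv1*, *GluClalpha* and *Cbl* the probes of a gene disagreed. The brightest probe of *nrv1* was unchanged (0.07 in both conditions, adjusted p = 0.61 in each) and its other probe rose by 0.35 and 0.41 (adjusted p = 0.0073 and 0.0024). The brightest probe of *GluClalpha* changed by -0.28 in "Pooled" (adjusted p = 0.060) and -0.02 in "Night" (adjusted p = 0.92), and another fell by 0.52 and 0.54 (adjusted p = 0.00014 and 8.4e-05). The brightest probe of *Cbl* changed by -0.02 in "Pooled" (adjusted p = 0.87), and another fell by 0.71 (adjusted p = 0.00060).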

### Online tools

URLs: CIDeR, http://mips.helmholtz-muenchen.de/cider/; GaphiteWeb, http://graphiteweb.bio.unipd.it/index.html; LocusZoom, http://csg.sph.umich.edu/locuszoom/; i-GSEA4GWAS, http://gsea4gwas.psych.ac.cn/docs/documents.jsp; PLINK, http://pngu.mgh.harvard.edu/~purcell/plink/index.shtml.

## Results

Here, we report for the first time the GWAS data of our current meta-analysis on sleep duration (GEC, BREC and EGCUT; see Supplementary Figs S3–S6, S8 and Supplementary Tables S3 and S4). Following the traditional genomic analyses, no population stratification was observed after genomic control in any of the three investigated cohorts (inflation factors λ, 1.00 to 1.03 for the independent studies and 0.99 for the overall genome-wide meta-analysis), as shown on the quantile-quantile plots (Supplementary Fig. S4). Meta-analysis of all 3 studies (N = 1564) did not yield a genome-wide significant signal (Supplementary Fig. S6); while independent genome-wide significant hits were observed in the GEC cohort (Supplementary Fig. S5). A summary of the best ranking *loci* based on *P* values and number of correlated SNPs (see Materials and Methods for details) is listed in Table 1 (see also Supplementary Table S4 and Supplementary Fig. S8). We had shown earlier^5^ that the effect of *ABCC9* gene variant on epidemiological variation in human sleep duration is influenced by inter-individual differences both in chronotype (phase of entrainment) and seasonal differences in entrainment of the biological clock. We have therefore adjusted our analysis for season of assessment and chronotype. Studies not considering these confounding factors, may not be able^21^ to replicate our findings.

To get insights into the modulation of sleep duration by exploring the functional relationships among genes, we further analysed our current and past^5^ GWAS meta-analyses results to identify overrepresented gene-sets or pathways associated with sleep duration. Using a gene set enrichment analysis (GSEA) for the GWAS meta-analyses, we discovered a number of significant pathways (Table 2), including Circadian Exercise, a circadian pathway. This pathway was significant in both GSEA for the GWAS (Meta 7) and transcriptomic data (“Pooled” *Drosophila*), as shown in Table 2. Only two types of signalling pathways (ion channel genes and the ERBB signalling family of tyrosine kinases) associated with sleep duration in both GWAS meta-analyses and in the transcriptomic experiments; Table 2). We succeeded thereby to replicate these pathways, proving that this method can increase power for uncovering genetic factors relevant for sleep duration. As to be expected, only a few genes in these pathways were overlapping across studies (Fig. 1). To get insights into the functional relevance of these gene sets/pathways for sleep duration, we combined these findings to the results of transcriptome analysis from a short sleeping *Drosophila* model, knockdown for the *ABCC9* gene homolog (d*Sur*), *versus* control flies (Figs 1 and 2, experimental validation is presented in Supplementary Fig. S9). 

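Gene expression was measured in fly heads on 16 arrays with 1 colour, 4 for each of 4 groups. The d*Sur* KD flies carry *elav*-*Gal4*, which switches on an RNA interference construct against *Sur* in neurons, and the controls are the parental strain with the construct alone. Flies of both genotypes were collected every 3 h over 24 h ("Pooled") or at ZT 15 ("Night"), and RNA of 30 heads went into a sample. The authors deposited the scanner output of every array (Agilent Feature Extraction), in which the signal of each spot is a background-subtracted intensity without normalization between arrays, and a table of their quantile-normalized values. Each array has 61657 spots apart from control spots. The number of probes well above background was 18757 to 20308 per array in d*Sur* KD "Pooled" (median 20015), 19311 to 21051 in control "Pooled" (median 19831), 18393 to 19827 in d*Sur* KD "Night" (median 18433) and 16665 to 20485 in control "Night" (median 18638). Replicate arrays of a group correlated at 0.97 to 1.00 across the tested probes, which are not independent. For the values given here, the linear signals were quantile-normalized over all 16 arrays and log2 transformed, spots with an outlier flag were left out, and the spots of a probe were averaged. The 19873 probes (9847 genes) well above background on at least 3 of the 4 arrays of a group were fitted with limma, with all 4 groups in 1 model, and called at a Benjamini-Hochberg adjusted p of 5%. A gene with several probes is represented by its brightest. In data simulated from these arrays for the comparison in "Pooled", with few probes changed, 13.4% of probes changed by 0.25 on the log2 scale were recovered, 47.8% of those changed by 0.5 and 89.4% of those changed by 1. All "Pooled" arrays and replicate 4 of both "Night" groups were scanned on 1 day and the other "Night" arrays on another, so that d*Sur* KD and control arrays were balanced over the days, while "Night" and "Pooled" were not.
The targeted gene was measured first. The brightest *Sur* probe (2L, 10182862 to 10182921 in release 5 of the fly genome, which the array files use) had a normalized log2 signal of 7.49 ± 0.130 (SD, n = 4) in d*Sur* KD and 7.99 ± 0.124 in control flies in "Pooled". This is a log2 (d*Sur* KD/control) of -0.50 (standard error 0.0750, limma adjusted p = 0.00023), so that the signal fell by 29.1%. In "Night" it was 7.50 ± 0.0842 against 8.08 ± 0.0689 (SD, n = 4), a log2 change of -0.58 (adjusted p = 5.2e-05), and the signal fell by 33.2%. In both conditions every d*Sur* KD array was below every control array (exact permutation test, two-sided p = 0.0286, the smallest that 4 arrays against 4 allow). Background correction by normexp on the mean spot signal moved the change most, to -0.37 and -0.38. A second *Sur* probe fell by 0.53 (adjusted p = 0.00070) and 0.31 (adjusted p = 0.025), and the third was not well above background on any d*Sur* KD array.

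**Figure D1:**
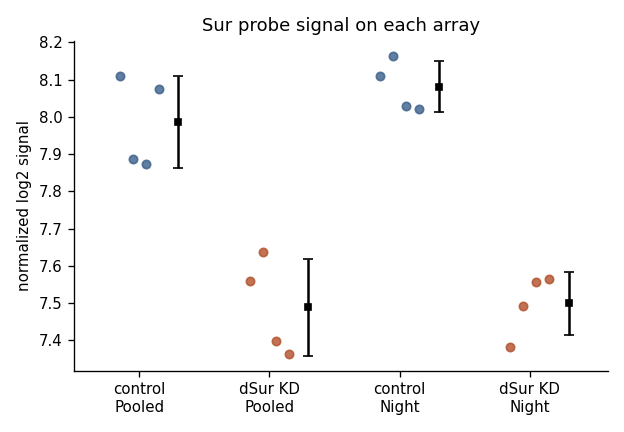
Normalized log2 signal of the brightest *Sur* probe on each of the 16 arrays (circles), by genotype and collection, with the group mean and SD (squares with bars, n = 4). The axis does not start at 0. All d*Sur* KD arrays lie below the control arrays of the same collection.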

We performed the gene expression profiling of “Pooled” and “Night” d*Sur* KD since in these flies the quantity of sleep was affected both during the 24 h (22% of reduction) and at ZT15 (36% of reduction) as shown in Supplementary Fig. S9. Using LIMMA software with default settings (FDR ≤ 5%), we identified 4941 differentially expressed genes (DEGs), of which 2220 were up-regulated (45%) and 2721 were down-regulated (55%) and, 2885 DEG of which 1343 were up-regulated (47%) and 1542 were down-regulated (53%) in RNAi “Pooled” and “Night” samples with respect to controls (Supplementary Table S7). 

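Of the 19873 probes tested, 4896 passed 5% in "Pooled" (limma with Benjamini-Hochberg adjustment), of which 2163 were higher (44.2%) and 2733 lower (55.8%) in d*Sur* KD flies. In "Night" 4702 passed, 2102 higher (44.7%) and 2600 lower (55.3%). They stand for 3017 genes in "Pooled" and 3010 in "Night", with 1189 and 1044 of the called probes not matched to a reference gene. At an unadjusted p under 0.05 there were 7102 and 6900 probes. Most changes were small. The median size of a called change was 0.40 on the log2 scale in "Pooled" and 0.42 in "Night", and 696 and 749 called probes changed by more than 1. The count moved most with a false discovery rate of 1%, to 2829 and 2841 probes. With the conditions fitted apart on 8 arrays each, 5400 and 3224 probes passed. Of the called probes, 3338 were the same in both conditions, where 1158 would be shared by chance, and 3335 of them changed in the same direction. "Pooled" and "Night" have separate control arrays, so the overlap does not come from shared control arrays. The control strain is the same in both and lacks *elav*-*Gal4*. Effects of strain background or of *elav*-*Gal4* itself would therefore also be shared, and the overlap cannot separate them from the knockdown. Of the 1558 probes called in "Pooled" alone, 1444 changed in the same direction in "Night", and of the 1364 called in "Night" alone, 1294 did so in "Pooled". The difference between the effects in "Night" and in "Pooled" was tested as an interaction, for which 0 probes passed in limma. At an unadjusted p under 0.05 there were 977, where 994 are expected with no difference.

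**Figure D2:**
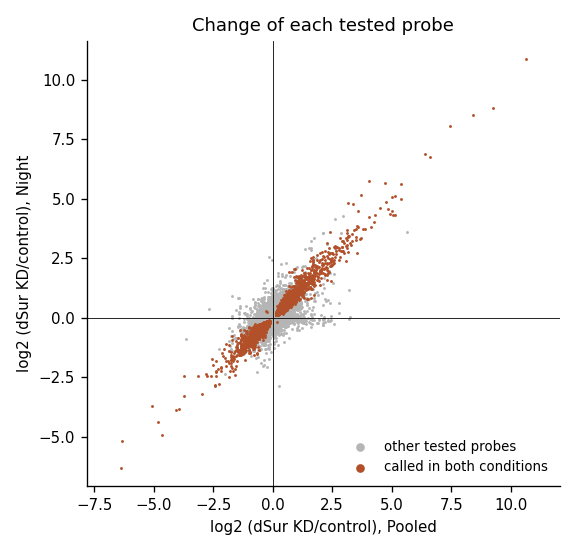
Log2 (d*Sur* KD/control) of each of the 19873 tested probes in "Pooled" (horizontal) and "Night" (vertical). Probes called in both conditions are coloured and the others grey. The values are the fitted ones, which for probes below background in 1 genotype are not measured folds. The 3338 coloured probes lie along the diagonal, all but 3 with the same sign in both conditions.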

Functional enrichment analysis of DEGs in the *dSur* KD relative to expression observed in the control flies in the “Night” and “Pooled” experiments were conducted by using the Graphite web tool. The hypergeometric test (Fisher Exact test) was used to rank biological significance of differentially expressed genes in d*Sur* KD *versus* control flies in the “Night” and “Pooled” conditions. 

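The test was repeated for the 15 pathways whose whole member lists could be read from the sheets of Supplementary Tables S5 and S6. Called genes were counted by their brightest probe among all 9847 genes tested, with a one-sided hypergeometric test and Benjamini-Hochberg adjustment over the 15 pathways. These tables list the pathways that the study found significant on these arrays, so the p-values are not independent evidence. The background held 2472 called genes in "Pooled" and 2532 in "Night". In "Pooled", 5 pathways passed 5%. Metabolism of polyamines had 9 of 12 tested genes called, 8 of them higher in d*Sur* KD, where 3.01 were expected (adjusted p = 0.0030). Amino acid and derivative metabolism had 48 of 119 called, 40 of them higher, where 29.9 were expected (adjusted p = 0.0026). Purine ribonucleoside monophosphate biosynthesis had 7 of 10, all 7 higher (adjusted p = 0.016), Branched-chain amino acid catabolism 9 of 15, 8 of them higher (adjusted p = 0.016), and Amino acid synthesis and interconversion 8 of 14 (adjusted p = 0.032). In "Night" the first 3 of these passed, with adjusted p-values of 0.0073 for Metabolism of polyamines and 0.021 for each of the others. Nucleotide metabolism did not pass (adjusted p = 0.052 and 0.16), nor did Aquaporin-mediated transport, with 3 of 16 genes called in each condition (adjusted p = 0.94 and 0.88), nor GABA synthesis, release, reuptake and degradation, with 1 of 10 (adjusted p = 0.94 and 0.95). The Ca-dependent and the Calmodulin induced events have the same counts, 2 of 13 in "Pooled" and 3 of 13 in "Night". When a gene counted as called if any of its probes was, 2 pathways passed in "Pooled". With 75th percentile normalization, 6 passed in "Night".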

A list of all significant pathways can be found in the Supplementary Tables S5 and 6. Using this strategy, we confirmed that pathways replicated across GWAS meta-analyses were highly significant in the transcriptomic experiments (Table 2). Pathways that were significant only for one of the GWAS meta-analyses (in processes involving cell death, immuneresponse, signal transduction and metabolic processes), but had several corresponding significant pathways in the *Drosophila*, gene expression profiles comparisons are also shown in Table 2.

**Table 2:** Significant pathways in the independent GWAS meta-analyses and in the Drosophila transcriptomics study

i-GSEA4GWAS pathways	*Description*	Meta-analysis of 3 (7) GWAS			Transcriptomics *Sur* RNAi/control (Reactome pathways)	Night	Pooled
		*p*-*value*	FDR	Sig. genes/selected genes/all genes	Pathway	*q*-*value*	
**Substrate specific channel activity	Channel activity	**<0.001 (0,009)**	0.023 (0.188)	20/91/156 (20/87/156)	**Potassium Channels**	—	**0.007**
					**SLC-mediated transmembrane transport**	—	**0.007**
**Ion channel activity		**<0.001 (0,005)**	0.032 (0.147)	19/88/149 (20/85/149)	**Neuronal System**	**0.007**	**3.613 E-08**
					**Ion channel transport**	**0.032**	—
					**Potassium Channels**	—	**0.007**
*Calcium channel activity		**0.014 (0.010)**	0.146 (0.192)	7/24/33	—	—	—
hsa04620 toll like receptor signalling pathway	Cell death, imuno-response	NA (0.006)	NA (0.112)	NA (8/46/102)	Toll Like Receptor 4 (TLR4) Cascade	—	0.006
					Toll Like Receptor 10 (TLR10) Cascade	—	0.016
					Toll Like Receptor 5 (TLR5) Cascade	—	0.016
					Toll Like Receptor TLR1:TLR2 Cascade	—	0.016
					Toll Receptor Cascades	—	0.016
Immune response		NA (0.006)	NA (0.127)	NA (16/98/237)	Innate Immune System	—	5.845 E-05
G protein coupled receptor activity	Signal transduction, phosphorilation	<0.001 (NA)	0.033 (NA)	24/111/192 (NA)	G alpha (12/13) signalling events	0.017	0
					G-protein mediated events	0.011	<0.001
Neurotransmitter binding		0.002 (NA)	0.036 (NA)	6/30/53 (NA)	Transmission across Chemical Synapses	—	—
					Neurotransmitter Release Cycle	—	—
					Neurotrans. Receptor Binding/Downstream Transmission	—	—
Circadian exercise		0.004 (NA)	0.052 (NA)	5/20/47 (NA)	BMAL1:CLOCK/NPAS2 Circadian Expression	—	0.016
					Circadian Clock	—	0.049
Small GTPase mediated signal transduction		<0.001 (NA)	0.047 (NA)	9/44/90 (NA)	Downstream signal transduction	NA	**<0.001**
**hsa04012 ERBB signalling pathway		**0.013 (0.002)**	0.115 (0.074)	12/49/87 (13/46/87)	**Rho GTPase cycle**	**0.004**	**<0.001**
					**Signalling by Rho GTPases**	**0.004**	**<0.001**
					**Signalling by GPCR**	**0.012**	**2.181 E-08**
					**PLCG1 events in ERBB2 signalling**	—	**0**
					**Signalling by EGFR**	**—**	**0.006**
					**Signalling by ERBB2**	—	**0.061**
					**Signalling by ERBB4**	—	**0.065**
					**GPCR downstream signalling**	—	**3.815 E-07**
					**EGFR interacts with phospholipase C-gamma**	—	0
hsa04910 insulin signalling pathway	Metabolic processes	NA (0.021)	NA (0.196)	NA (10/59/135)	Regulation of Insulin Secretion	6.777 E-05	0.016
					Diabetes pathways	0.056	0.011
					Glucose metabolism	—	0.022
					Transport of glucose and other sugars, bile salts and organic acids, metal ions and amine compounds	—	0.022
					Glucagon signalling in metabolic regulation	—	0
					PKA activation in glucagon signalling	—	0
Nucleobase nucleoside and nucleotide metabolic process		0.001 (NA)	0.053 (NA)	5/22/52 (NA)	Amino acid and derivative metabolism	8.713 E-05	—
					Amino acid synthesis and transamination	<0.001	—
Nucleotide metabolic process		<0.001 (NA)	0.040 (NA)	5/21/42 (NA)	Nucleotide metabolism	0.001	0.001
hsa00240 pyrimidine metabolism		0.015 (NA)	0.129 (NA)	7/41/89 (NA)	Pyrimidine metabolism	0.004	—
Membrane lipid biosynthetic process		0.016 (NA)	0.137 (NA)	3/22/49 (NA)	Phospholipid metabolism	0.008	0.002
hsa00230 purine metabolism		0.025 (NA)	0.193 (NA)	14/71/145 (NA)	Purine ribonucleoside monophosphate biosynthesis	0	0
					Purine metabolism	0.030	0

iGSEA4GWAS detected pathways for the current and published GWAS meta-analyses results can be found at: http://gsea4gwas.psych.ac.cn/getResult.do?result=84441F977004419F41F381604BF24A36_1370614795252, and = 88D56D8FB785B71E515EFE87DD0FF064_1383051173051, respectively. Pathways/gene sets with false discovery rate (FDR < 0.25) are regarded as to be possibly associated with traits and with FDR < 0.05 are regarded as high confidence. A list of all significant pathways (q-value < = 0.05) for comparisons between d*Sur Drosophila* KD and control flies can be found at Supplementary Table S5 for flies collected in the night period and Supplementary Table S6 for pooled flies. *Pathways replicated in the independent meta-analyses; **Pathways that were both significant in the independent meta-analyses and in the *Drosophila* transcriptomic’s experiment. NA = not available, pathway was not significant or there was no genome coverage for trait associate; q-values = adjusted *p*-*values* with Benjamini & Hochberg method.

To get a better idea of the network interactions among genes belonging to the replicated pathways in the human studies, we focused specifically on their respective *Drosophila* gene homologs (Table 2, Fig. 2). Here, we performed a multifactorial interaction networks analysis (Fig. 1) to connect these datasets to: (i) our data on differential gene expression in the d*Sur* KD vs. control flies (Fig. 2), (ii) information from the literature on gene-gene, and gene-protein interactions, and, (iii) published information on the relevance of these genes in the development of human diseases (Fig. 1, Supplementary Table S8). This approach yielded surprising evidences of the relevance of the GWAS associated pathways, which were significantly different in the *Drosophila* microarray experiments of the KD vs. control flies, *i*.*e*., the ERBB signalling pathway (Table 2 and Figs 2 and 3). Additionally, potassium channel genes from top ranking GWAS pathways were down regulated in the *Drosophila* short sleeping vs. control flies (Figs 1 and 2). 

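Values for genes downstream of the ERBB receptors were those of the brightest probe of each. In "Pooled", *rl*, which encodes the ERK kinase of the fly, fell by 0.21 on the log2 scale in d*Sur* KD flies (limma adjusted p = 0.0065), and in "Night" by 0.10, which did not pass 5% (adjusted p = 0.16). Of its 6 tested probes, 4 were called lower in "Pooled" and 2 in "Night" (-0.17 and -0.19, adjusted p = 0.049 and 0.024). *Sos* (-0.06 in both conditions, adjusted p = 0.41 and 0.47) and the adaptor gene *dock* (-0.21 and -0.07, adjusted p = 0.11 and 0.61) did not pass, nor did *Ras85D* (-0.05 and -0.03, adjusted p = 0.64 and 0.80) or the kinase gene *Dsor1* (-0.26 and -0.10, adjusted p = 0.19 and 0.64). The direction of *Ras85D* turned with 75th percentile normalization (0.01 and 0.05). *CaMKII*, on chromosome 4 from 1057881 to 1057940, fell by 0.23 in "Pooled" (adjusted p = 0.031) and by 0.20 in "Night" (adjusted p = 0.051).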

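A fixed list of 21 potassium channel genes of the fly had 19 tested members, *Sur* among them. In "Pooled", 16 of the 19 were lower in d*Sur* KD flies and the median log2 (d*Sur* KD/control) was -0.10. 5 genes passed 5% with limma, all lower (*Sur*, *Ork1*, *elk*, *Sh* and *Hk*; also 5 when adjusted over the list alone). In "Night", 15 were lower, the median was -0.15, and 7 passed, all lower (*Sur*, *Ork1*, *elk*, *Sh*, *SK*, *Task7* and *sand*; 8 adjusted over the list alone). The changes ranged from -0.50 to 0.12 in "Pooled" and from -0.58 to 0.04 in "Night". As a set, the list was lower by fry, limma's rotation test (two-sided p = 0.0023 in "Pooled" and 0.00016 in "Night"), and by camera with its preset correlation (p = 0.017 and 0.0051). The fall of *Sur*, the target of the RNA interference, was set by the design. Without it, chosen after the values were seen, the fry p of the correlated genes was 0.011 in "Pooled" and 0.00085 in "Night", and the camera p 0.042 and 0.014. The difference between the conditions did not pass by fry, which allows for the correlation between genes (p = 0.28). Of the alternatives, 75th percentile normalization moved the fry p most in "Pooled", to 0.026, and the mean of all probes of a gene in "Night", to 0.0072. *elk* (2R, 13813034 to 13813093) had log2 signals of 8.60 ± 0.0769 in d*Sur* KD and 8.87 ± 0.0866 in control flies in "Pooled" (SD, n = 4). The change was -0.27 (adjusted p = 0.0019), and -0.31 in "Night" (adjusted p = 0.00059). *Hk*, a potassium channel beta subunit gene, changed by -0.20 (adjusted p = 0.022) and -0.06 (adjusted p = 0.50). With 75th percentile normalization *Hk* changed by -0.12 in "Pooled" and did not pass, and its direction in "Night" turned (0.04).

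**Figure D3:**
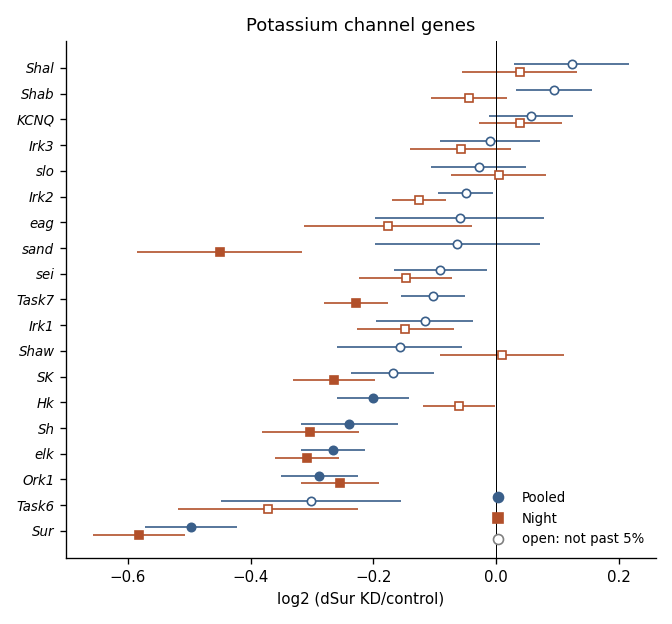
Log2 (d*Sur* KD/control) of the 19 tested potassium channel genes, in "Pooled" (circles) and "Night" (squares), ordered by the change in "Pooled". Bars are standard errors from limma (4 arrays per group), and filled symbols passed 5%. All filled symbols lie below 0.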

Other top ranking pathways in humans and flies were related to insulin signalling and metabolism, with a down regulation of the genes involved in this pathway in the d*Sur* KD flies (Table 2, Fig. 2 and Supplementary Fig. S10). 

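All 28 genes of a fixed list of insulin signalling genes were tested. In "Pooled", 22 were lower and 6 higher in d*Sur* KD flies, with a median log2 (d*Sur* KD/control) of -0.07 and a mean of -0.04. 5 passed 5% with limma (and 5 when adjusted over the list alone). *ImpL2*, *gig*, *Rheb* and *rl* were lower and *Ilp3* was higher. In "Night", 16 were lower and 12 higher, and 7 passed (7 adjusted over the list alone), with *ImpL2*, *gig*, *Rheb* and *Lnk* lower and *Ilp3*, *Ilp6* and *sgg* higher. There the median was -0.03 and the mean 0.03, opposite in sign. The list was lower in "Pooled" by fry, a rotation test that keeps the correlation between genes (two-sided p = 0.00052), but not by camera (p = 0.084). In "Night" it did not pass by either test of the correlated genes, with the direction down by fry (p = 0.16) and up by camera (p = 0.95). The difference between the conditions, with higher values in "Night", passed by both tests of the correlated genes (fry p = 0.043, camera p = 0.0015). The mean of all probes of a gene moved the fry p of the correlated genes most, to 0.049 in "Pooled" and 0.72 in "Night". *gig* (3L, 20132049 to 20132108), whose product restrains the TOR kinase, changed by -0.34 in "Pooled" (standard error 0.0486, adjusted p = 0.00015) and -0.38 in "Night" (adjusted p = 5.2e-05). *Rheb*, an activator of the same kinase, changed by -0.33 (adjusted p = 0.0014) and -0.38 (adjusted p = 0.00047). In each condition only 1 of the 2 tested *gig* probes and 1 of the 4 tested *Rheb* probes were called, the brightest of each gene. *ImpL2*, which encodes a protein that binds insulin-like peptides, changed by -0.43 (adjusted p = 0.0039) and -0.28 (adjusted p = 0.040). The insulin-like peptide gene *Ilp3* (3L, 9794401 to 9794460) had the largest change of the list. Its log2 signal was 11.97 ± 0.175 in d*Sur* KD and 10.68 ± 0.159 in control flies in "Pooled" (SD, n = 4), a rise of 1.29 (adjusted p = 1.5e-05), and it rose by 1.22 in "Night" (adjusted p = 2.4e-05). *Ilp6* rose by 0.40 (adjusted p = 0.064) and 0.74 (adjusted p = 0.0020), and of its 4 tested probes 2 were called higher in "Pooled" and all 4 in "Night". *Ilp2*, with changes of -0.0041 and 0.02, did not move beyond the spread of the arrays (adjusted p = 0.98 and 0.92), and its direction in "Pooled" turned with 75th percentile normalization (0.06). *InR*, the insulin receptor gene, did not pass (-0.30 and 0.06, adjusted p = 0.17 and 0.81).

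**Figure D4:**
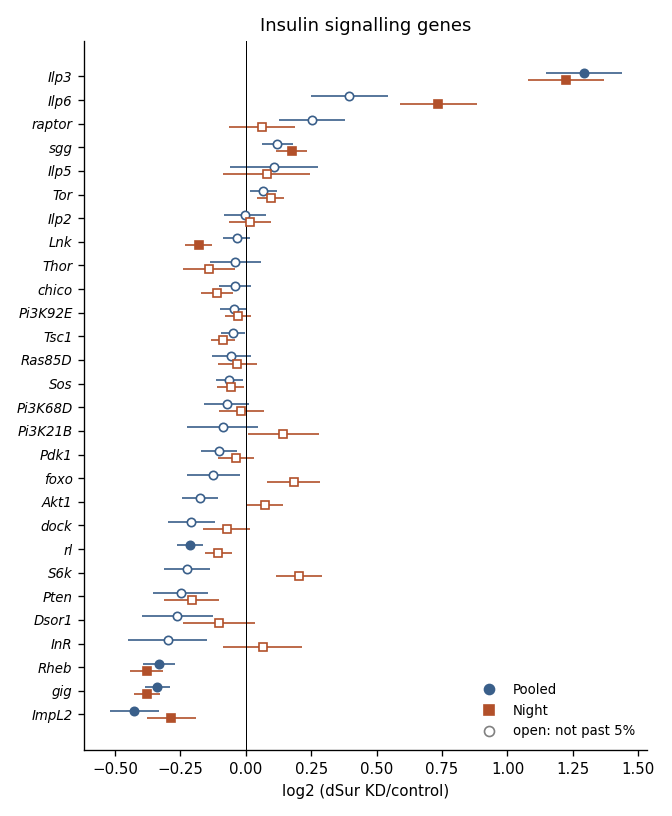
Log2 (d*Sur* KD/control) of the 28 insulin signalling genes, in "Pooled" (circles) and "Night" (squares), ordered by the change in "Pooled". Bars are standard errors from limma (4 arrays per group), and filled symbols passed 5%. *Ilp3* lies highest in both conditions, and 22 genes lie below 0 in "Pooled" against 16 in "Night".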

Differential expression of genes *Egfr* (*Epidermal growth factor receptor*), *InaC* (*inactivation no afterpotential C*), *Hk* (*Hyperkinetic*), and *Sh*-*isoF* (*Shaker isoform F*) was validated by qRT-PCR in both of the experimental conditions (night and pooled flies), as presented in Supplementary Materials and Methods, Supplementary Fig. S11 and Supplementary Table S9. Several other genes associated with T2D, involved in insulin secretion and lipid metabolism had differential expression in the d*Sur* KD vs. control flies and were nominally associated with sleep duration in humans (Figs 1 and 2).

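Regulation of Insulin Secretion, a pathway of Supplementary Table S5, has 20 member genes, of which 19 were tested. In "Pooled", 12 were lower and 7 higher in d*Sur* KD flies, with a median log2 (d*Sur* KD/control) of -0.05 and a mean of -0.01, and 4 passed 5% with limma (3 lower, 1 higher; also 4 adjusted over the list alone). In "Night", 10 were lower and 9 higher, with a median of -0.04 and a mean of -0.02, and 5 passed (4 lower, 1 higher; 7 adjusted over the list alone). The median change of all tested probes was -0.043 in "Pooled" and -0.044 in "Night". *Sur* is itself a member and was 1 of those called. Apart from it, and chosen after the values were seen, *Itp-r83A*, a calcium release channel gene, fell by 0.32 (adjusted p = 0.00090) and 0.30 (adjusted p = 0.0016). The adenylate cyclase gene *Ac78C* rose by 0.26 in "Pooled" (adjusted p = 0.014) and by 0.10 in "Night" (adjusted p = 0.34). *G-salpha60A*, a G protein subunit gene, fell by 0.08 in "Pooled" (adjusted p = 0.21) and by 0.19 in "Night" (adjusted p = 0.0048). *CG12436*, the 1 gene called higher in "Night", rose by 1.09 there (adjusted p = 0.035), the largest change of the list in that condition. In "Pooled" it rose by 0.32 and did not pass (adjusted p = 0.55).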

**Figure 3:**
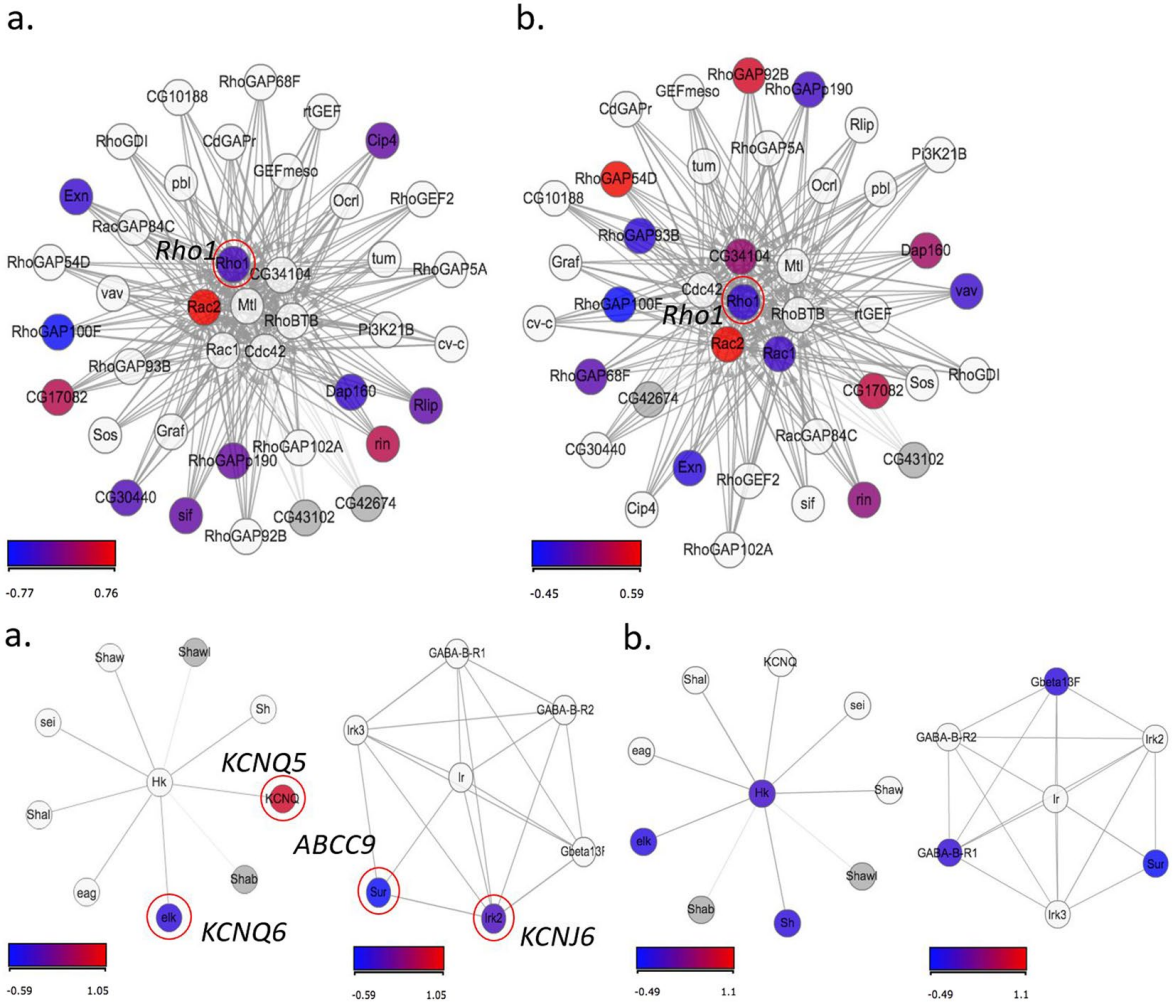
Signalling by Rho GTPases (upper panel) and Neuronal system pathway (bottom panel). These Reactome pathways show statistically significant enrichment (Fisher Exact test) of DEGs both in “Night” (**a**, upper panel left, *q*-*value* < 0.004; a, bottom panel left, *q*-*value* = 0.007) and “Pooled” (**b**, upper panel right, *q*-*value* < 0.001; b, bottom panel right, *q*-*value* < 0.001) conditions analysed with Graphite web tool. Coloured nodes represent the differentially expressed genes. The colour of the nodes is proportional to their expression levels represented as log2 (d*Sur* KD/control). Raw *p*-*values* were adjusted using Benjamini-Hockberg method (*q*-*value*).

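All 24 genes taken from the diagrams of Fig. 3 were measured. In "Pooled", 5 were higher and 19 lower in d*Sur* KD flies, and 13 passed 5% with limma (5 higher, 8 lower; 15 when adjusted over the list alone). In "Night", 6 were higher and 18 lower, and 11 passed (4 higher, 7 lower; 11 adjusted over the list alone). The diagrams show genes called in the study on these arrays, so the counts adjusted over the list alone are not independent evidence. *Rac2*, a small GTPase gene (3L, 7426992 to 7427049), had log2 signals of 10.15 ± 0.0818 in d*Sur* KD and 9.56 ± 0.114 in control flies in "Pooled" (SD, n = 4). Its log2 (d*Sur* KD/control) was 0.59 (standard error 0.0860, adjusted p = 0.00017), and 0.76 in "Night" (adjusted p = 1.6e-05). *RhoGAP54D* rose by 0.59 (adjusted p = 0.042) and 0.96 (adjusted p = 0.0025), and was well above background on 3 of the 4 control arrays in "Night". The exchange factor gene *Exn* fell by 0.28 (adjusted p = 0.00098) and 0.43 (adjusted p = 2.1e-05). *RhoGAP100F* fell by 0.45 in "Pooled" (adjusted p = 0.021) and by 0.28 in "Night", which did not pass (adjusted p = 0.14). *RhoGAP92B* rose by 0.24 (adjusted p = 0.0041) and 0.18 (adjusted p = 0.023). In the neuronal pathway, *Gbeta13F* fell by 0.23 in "Pooled" (adjusted p = 0.022) and by 0.05 in "Night", which did not pass (adjusted p = 0.62). *GABA-B-R1* fell by 0.20 in "Pooled", which did not pass (adjusted p = 0.056), and by 0.22 in "Night" (adjusted p = 0.038). Probes of *Dap160* and *CG17082* disagreed. The brightest *Dap160* probe rose by 0.23 in both conditions (adjusted p = 0.046 and 0.044), while another fell by 0.34 and 0.44 (adjusted p = 0.010 and 0.0020), and with the mean of all probes the gene changed by -0.04 and -0.12. The brightest *CG17082* probe changed by -0.09 and -0.07 (adjusted p = 0.27 and 0.40) another rose by 0.36 and 0.35 (adjusted p = 0.0026 and 0.0031), and the third fell by 0.24 in "Pooled" (adjusted p = 0.029) and by 0.14 in "Night" (adjusted p = 0.20). The enrichment of these pathways was not analysed here.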

## Discussion

Consistent with our previously published GWAS meta-analyses for sleep duration, the top ranking pathways identified both in human and *Drosophila* studies contained mostly ion channel genes, which are involved in various aspects of neural functions, immune responses, signal transduction (Figs 1 and 3, Table 2). Voltage-gated potassium channels (*e*.*g*., *KCNA6*- *Drosophila* shaker-related subfamily, member 6) identified in the top ranking pathways of our current meta-analysis in humans, was slightly down regulated in the d*Sur* KD vs. control flies (Table 2, Supplementary Fig. S11). 

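*Sh*, the *Shaker* gene, has 5 tested probes on X. The brightest (17844472 to 17844531) had log2 signals of 13.11 ± 0.0952 in d*Sur* KD and 13.35 ± 0.0543 in control flies in "Pooled" and of 13.09 ± 0.0224 and 13.39 ± 0.193 in "Night" (SD, n = 4). The log2 (d*Sur* KD/control) was -0.24 (standard error 0.0791, limma adjusted p = 0.041) and -0.30 (adjusted p = 0.012), so that the signal fell by 15.3% in "Pooled" and fell by 18.9% in "Night". No d*Sur* KD array reached the lowest control array in either condition (exact permutation test, two-sided p = 0.0286). The other probes did not pass 5%. They changed by between -0.28 and 0.07 in "Pooled" and between -0.05 and 0.22 in "Night", and the mean of all 5 was -0.12 in "Pooled" and 0.01 in "Night" (adjusted p = 0.22 and 0.93).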

Voltage-gated potassium channels genes were identified in *Drosophila*, and studies of genetic inactivation of their closest homologs in mammals proved their involvement in sleep duration also in mice^22^. However, in mammals there is a larger variety of genes encoding these channels, for instance, there is one *Shaker* gene in *Drosophila melanogaster*, but at least 16 genes code for α-subunits of voltage-dependent potassium channels in mammals^22^. Additional channels, such as *KCNQ* (*potassium voltage*-*gated channel subfamily Q*), which evolutionarily displays conserved electrophysiology and pharmacology between *Drosophila* and mammals^23^, had increased expression in the d*Sur* KD flies and 3 of the 5 *KCNQ* human genes appeared in the best ranking GWAS pathways (Table 2 and Fig. 2). 

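*KCNQ* has 3 tested probes on 2R, all well above background on every array. The brightest (6033538 to 6033597) did not differ between d*Sur* KD and control flies beyond the spread of the arrays. Its log2 (d*Sur* KD/control) was 0.06 in "Pooled" (standard error 0.0679, limma adjusted p = 0.59) and 0.04 in "Night" (adjusted p = 0.73). Another probe changed by 0.11 (adjusted p = 0.21) and -0.04 (adjusted p = 0.64). The third rose by 0.47 in "Pooled" (adjusted p = 0.0070) and by 0.81 in "Night" (adjusted p = 9.5e-05). The mean of the 3 probes rose by 0.21 and 0.27 (adjusted p = 0.0022 and 0.00031).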

Functional evidence of the relevance of these potassium voltage channels for sleep in humans comes from patients with a rare autoimmune disorder (Morvan’s syndrome; see cider multifactorial interaction network in human diseases, Fig. 1), who have marked sleeplessness associated with the presence of autoantibodies against voltage-dependent potassium channels^24^. A potassium ATP dependent channel (*KCNJ3*, *potassium voltage*-*gated channel subfamily J member 3*), which expression is inhibited in bipolar depression and schizophrenia, was down regulated in the Drosophila KD and the gene appeared as part of one of the significant pathways in the human GWAS (Table 2). Also voltage-gated calcium channels *CACNA2D1* (*auxiliary subunit alpha2delta 1*), *CACNG5* (*auxiliary subunit gamma 5*), *CACNA1S* (*subunit alpha1 S*), *CACNA1E* (*subunit alpha1 E*), *CACNA1C* (*subunit alpha1 C*) and *CACNA1A* (*subunit alpha1 A*) were among the best ranking gene sets in our pathway analyses in humans. One of them, *CACNA1A*, which encodes a subunit of *Cav2*.*1*, was characterized as a sleep gene in knockout mice^25^, showing reduced expression in our short-sleeping flies (Fig. 2). 

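The fly genes of the potassium channel family of *KCNJ3*, which the paper states was down regulated, are *Irk1*, *Irk2* and *Irk3*. *Irk2* (3R, 19339692 to 19339751), the member drawn in Fig. 2, changed by -0.05 on the log2 scale in "Pooled" (standard error 0.0447, limma adjusted p = 0.46) and by -0.13 in "Night" (adjusted p = 0.056). In "Night" its log2 signal was 13.86 ± 0.0486 in d*Sur* KD and 13.99 ± 0.0354 in control flies (SD, n = 4), with every d*Sur* KD array lower (exact permutation test, two-sided p = 0.0286). Its direction in "Pooled" was not stable, with 0.03 after 75th percentile normalization. In "Night" it was -0.02 after that normalization, and it passed 5% in 2 of the alternatives, without d*Sur* KD "Pooled" replicate 1 (-0.13, limma adjusted p = 0.035) and with limma's trend and robust options (adjusted p = 0.047). *Irk1* changed by -0.12 (adjusted p = 0.32) and -0.15 (adjusted p = 0.20), and *Irk3* by -0.0097 (adjusted p = 0.95; 0.01 with normexp background correction) and -0.06 (adjusted p = 0.66).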

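The fly homolog of the calcium channel gene *CACNA1A* is *cac*, with 5 tested probes on X, all lower in d*Sur* KD flies in both conditions. The brightest (11827738 to 11827797) had log2 signals of 13.62 ± 0.143 in d*Sur* KD and 13.87 ± 0.0231 in control flies in "Pooled" (SD, n = 4). Its log2 (d*Sur* KD/control) was -0.24 in "Pooled" (standard error 0.0928, limma adjusted p = 0.074) and -0.24 in "Night" (adjusted p = 0.078), neither past 5%. Another probe fell by 0.40 in "Pooled" (adjusted p = 0.0010) and by 0.29 in "Night" (adjusted p = 0.0090), and the other 3 did not pass. With normexp background correction, the brightest probe passed in both conditions (-0.25 and -0.26, adjusted p = 0.031 and 0.024).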

Related to these calcium channels, mutations in 3 of the genes present in the diagram *CACNA1C*, *CACNA2D1* (*calcium voltage*-*gated channel auxiliary subunit alpha2delta 1*) and *SCN5A* (*sodium voltage*-*gated channel alpha subunit 5*) have been shown to cause the *Brugada Syndrome*, characterized by typical ECG features, ventricular arrhythmias, which may be accompanied by sleep disordered breathing^26^.

### ERBB signalling pathway and sleep duration

For the first time the ERBB pathway, protein family of tyrosin kinases that consists of four cell surface receptors ErbB1/EGFR/HER1 (*epidermal growth factor receptor*), ERBB2/HER2 (*erb*-*b2 receptor tyrosine kinase 2*), ErbB3/HER3 (*erb*-*b2 receptor tyrosine kinase 3*), and ERBB4/HER4 (*erb*-*b2 receptor tyrosine kinase 4*)^27^, has been associated with sleep in humans. This is supported by robust evidence of the role of EGFR signalling pathway modulating sleep in *Drosophila* ^28^ and mammals^29^. EGF activates tyrosin kinases acting in intracellular signalling pathways, and in components of intracellular signal-transduction pathways^29^. *EGF* is expressed in the brain, influences the production of several sleep promoting substances^29^, and its exogenous administration in rabbits enhances non-rapid eye movement sleep. In our experiments, knocking down d*Sur* increased the expression of *EGFR* (Fig. 2) and shortened sleep duration in these flies in relation to wild type controls. 

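*Egfr* (brightest probe on 2R, 17446865 to 17446924) had log2 signals of 10.98 ± 0.0666 in d*Sur* KD and 10.71 ± 0.0696 in control flies in "Pooled", and of 10.93 ± 0.0607 and 10.63 ± 0.103 in "Night" (SD, n = 4). The log2 (d*Sur* KD/control) was 0.27 in "Pooled" (standard error 0.0583, limma adjusted p = 0.0032) and 0.30 in "Night" (adjusted p = 0.0019), a rise of 21.0% and 22.7%. Each d*Sur* KD array exceeded each control array of its condition (exact permutation test, two-sided p = 0.0286). The effect did not differ between the conditions (interaction 0.02, limma adjusted p = 0.998). Of the 3 other *Egfr* probes, 1 passed 5% in "Pooled" (0.38, adjusted p = 0.036) and none in "Night", where they changed by between -0.53 and 0.16. With the mean of all 4 probes, *Egfr* rose by 0.30 in "Pooled" (adjusted p = 0.045) and by 0.0062 in "Night" (adjusted p = 0.98).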

In *Drosophila*, activation of EGF is dependent of Rho (also known as *Rhomboid*, *Rho1*, a Rho family GTPases, G protein-coupled receptors), and inhibition of Rho delays sleep consolidation in flies^28^. An increase in *EGFR* expression in our d*Sur* KD flies (Fig. 3 and Supplementary Fig. S11) can potentially be influencing sleep consolidation in a similar manner. *Rho* and *EGF* are expressed in the *pars intercerebralis*, a part of the fly brain that is functionally analogous to the hypothalamus in vertebrates, which is a region of the mammalian brain well established to be a regulator of arousal. The role of Rho in the presentation and intramembrane cleavage of TGF-α-like proteins in *Drosophila* suggests possible similar roles in the presentation of TGF-α-like proteins in vertebrates^30^. A *Drosophila Rho* homolog in humans (human rhomboid family 1, *RHBDF1*) was shown to interact with TGF-α family ligands^31^. Stimulation of EGFR signalling in human articular chondrocytes by TGFα results in the activation of RhoA/ROCK (Rho kinase), MEK (MAPK/ERK kinase)/ERK (extracellular-signal-regulated kinase), and PI3K (phosphoinositide 3-kinase) pathways. Our gene set enrichment analyses of genetic and transcriptomic data indicated that *EGFR*, *PI3K* and genes of the MAPK/ERK kinase pathway are linked to sleep shortening (Fig. 1). Moreover, *Rho* down regulation and *EGF* up-regulation in the d*Sur* KD link EGFR signalling pathway to the ABCC9 K_ATP_ potassium channel. 

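The 4 genes for ligands of the EGF receptor were all lower in d*Sur* KD flies in both conditions, and 1 of them passed 5% with limma (1 when adjusted over the list alone). This was *spi*, whose brightest probe changed by -0.33 on the log2 scale in "Pooled" and by -0.27 in "Night" (adjusted p = 0.0012 and 0.0046). *vn* changed by -0.05 in both conditions (adjusted p = 0.69 and 0.65), *grk* by -0.08 and -0.06 (adjusted p = 0.40 and 0.52) and *Krn* by -0.07 and -0.14 (adjusted p = 0.77 and 0.57). The paper reasons that higher *Egfr* in the short-sleeping d*Sur* KD flies could influence sleep consolidation. In part from a rise of *EGF* it concludes that the EGFR signalling pathway is linked to the potassium channel.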

Supporting this evidence, K_ATP_ channels, activated by pinacidil, triggered signalling through Rho kinase in mice^32^. *ABCC9* encodes a subunit of the KATP dependent channel which is crucial for cardiovascular and diabetic phenotypes^33^. EGFR inhibition prevents diabetes-induced up-regulation of multiple gene pathways in the mesenteric vasculature^34^. These results suggest that activation of EGFR signalling is a key initiating step that leads to induction of multiple signalling pathways in the development of diabetes-induced vascular dysfunction^34^. Our results support it, showing that knocking down the potassium channel, which leads to a diabetic/cardiomyopathies related phenotype in *Drosophila*, has downstream effects activating EGF expression. Moreover, they suggest that this is a shortening sleep duration pathway, thereby relating sleep regulation to key components of diabetes and cardiomyopathies canonical pathways. This is supported by the pathway regulating Insulin Secretion, which shows higher significance for flies collected 3 hours into the night (ZT15) than for the pooled flies experiment.

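For the 19 tested genes of Regulation of Insulin Secretion, the hypergeometric test found no excess of called genes in either condition. In "Night" 5 genes were called where 4.89 were expected (one-sided Fisher's exact p = 0.56, Benjamini-Hochberg adjusted p = 0.79 over 15 pathways), and in "Pooled" 4 where 4.77 were expected (exact p = 0.74, adjusted p = 0.94). With a gene called by any of its probes, 7 were called in each condition (adjusted p = 0.42 in "Night" and 0.46 in "Pooled"). The direction of the list was tested apart from the count. The list was lower in d*Sur* KD flies by fry, a rotation test that keeps the correlation between genes, with a two-sided p of 0.0098 in "Night" and 0.016 in "Pooled", and did not pass by camera (p = 0.34 and 0.20). This includes *Sur*, whose fall was set by the design. Without it, chosen after the values were seen, the list of correlated genes no longer passed by fry (p = 0.083 in "Night" and 0.10 in "Pooled"). With 75th percentile normalization the fry p was 0.22 in "Night" and 0.25 in "Pooled". The difference between "Night" and "Pooled" did not pass for the correlated genes by rotation (fry p = 0.80, direction down) or by camera (p = 0.56, direction up).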

Interestingly, mammalian rhodopsin interacts with a Rho family member and activates this small GTPase in a light-dependent fashion^35^. However, no role has been described for transducing light activity through a rhodopsin/small GTPase pathway. Rhodopsin like receptor activity and a GPCRDB class, rhodopsin like, were significant pathways in the current meta-analysis and had similar pathways (GPCR signalling, Table 2) being altered in the transcriptomic study.

The notion that pathways modulating sleep duration could overlap between humans and flies was earlier laid by studies suggesting that the nervous system of both flies and mammals used similar arousal transmitters^9^. Various neurotransmitters act at cell-surface G protein–coupled receptors (GPCR, pathway which was also significant in our *Drosophila* gene expression profiles; Table 2) to activate intracellular signal transduction cascades. Activation of the G protein–coupled receptors (such as dopamine receptors) leads to an increase or decrease in adenylate cyclase, modulating cAMP levels. cAMP in turn activates protein kinase A (PKA), which phosphorylates a number of targets, including the transcription factor CREB (cAMP response element binding protein)^9^. The alpha catalytic subunits of PKA (*PRKCA* in humans, *InaC* in *Drosophila*) levels was increased in the d*Sur* KD (Fig. 2 and Supplementary Fig. S11) and the gene was detected in associated pathways of both sleep duration GWAS meta-analyses (Fig. 1). 

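The brightest of the 2 *inaC* probes (2R, 12788959 to 12789018) was lower in d*Sur* KD flies. Its log2 signal was 14.83 ± 0.0454 in d*Sur* KD and 15.05 ± 0.0175 in control flies in "Pooled" and 14.66 ± 0.0369 and 14.79 ± 0.0189 in "Night" (SD, n = 4). The log2 (d*Sur* KD/control) was -0.21 (standard error 0.0358, limma adjusted p = 0.00054) and -0.13 (adjusted p = 0.018), so that the signal fell by 13.8% and 8.52%. The d*Sur* KD and control arrays did not overlap in either condition (exact permutation test, two-sided p = 0.0286). The other probe went the other way, by 0.16 in "Pooled" (adjusted p = 0.15) and 0.27 in "Night" (adjusted p = 0.020). The mean of both probes was -0.03 in "Pooled" and 0.07 in "Night", and passed 5% in neither (adjusted p = 0.70 and 0.27). The paper also reports differential expression of *inaC* by quantitative RT-PCR in both conditions, and those values were not analysed here.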

CREB activity is linked to sleep homeostasis as a CRE reporter gene is up-regulated in response to sleep deprivation and reduced CREB activity results in an elevated sleep rebound^9^. Supporting evidence from the GWAS could be found in our study for *CREB5* (*cAMP responsive element binding protein 5*) and *GRM8* (*glutamate metabotropic receptor 8*), which had the best association signals in the current GWAS meta-analysis (Table 1, Supplementary Fig. S8). *GRM8* is also part of the G protein coupled receptor activity pathway (Table 2), suggesting that although no genome-wide significance could be observed in single SNP analyses, we see the close connection of this to other genes within pathways that significantly associate with sleep duration (Fig. 1). Whereas only *CREB* has an established role in the transduction pathway, *CREB5* increases during sleep and decrease during sleep deprivation in mice (Supplementary Fig. S12).

Although the relationship between sleep duration and obesity may partially be caused by environmental influences such as voluntary sleep restriction and circadian misalignment, as indicated by previous epidemiological studies^36, 37^, the association of sleep duration with pathways related to energy metabolism indicates that genetic factors are central to it. A relation of sleep duration and metabolism was also demonstrated in *Drosophila*, as *cyc* ^*01*^ (canonical clock protein cycle) mutant flies can sustain periods of waking longer when starved than when sleep deprived, suggesting that the effect of sleep loss may be attenuated during starvation^38^. Gene expression analysis demonstrated that many of the genes with the greatest transcriptional differences between the sleep deprived and starved flies were genes involved with lipid metabolism suggesting a role in sleep homeostasis maintenance. Interestingly, down-regulation of genes involved in lipolysis and up-regulation of genes involved in triglycerides storage resulted in substantially increased sleep rebound following a night of sleep loss. 

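Genes of lipid storage were measured on the same arrays of d*Sur* KD and control fly heads. *bgm* (2L, 14019176 to 14019235) had log2 signals of 14.59 ± 0.0566 in d*Sur* KD and 14.07 ± 0.135 in control flies in "Pooled" (SD, n = 4). It rose by 0.52 (standard error 0.0898, limma adjusted p = 0.00069), and by 0.36 in "Night" (adjusted p = 0.0093). *hll*, which lies next to it (14029215 to 14029274), rose by 2.10 in "Pooled" (standard error 0.325, adjusted p = 0.00029) and by 2.58 in "Night" (adjusted p = 4.2e-05). Its log2 signal was 9.51 ± 0.263 against 7.41 ± 0.216 in "Pooled" and 8.40 ± 0.847 against 5.82 ± 0.366 in "Night" (SD, n = 4), where 2 of the 4 control arrays measured it well above background. Both genes were higher on every d*Sur* KD array than on any control array of the condition (exact permutation test, two-sided p = 0.0286). The gene *Lsd-2* (X, 14965541 to 14965600) rose by 0.20 in "Pooled" (adjusted p = 0.038) and by 0.16 in "Night", which did not pass 5% (adjusted p = 0.087). Its other 2 probes rose by 0.44 and 0.37 in "Pooled" (adjusted p = 0.020 and 0.017) and did not pass in "Night".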

In agreement with these observations, in the d*Sur* KD flies we observed a significant up-regulation of *bubblegum* (*bgm*, an acyl-CoA synthetase with homology to the human *SLC27a6*), *heimdall* (*hll*, a long-chain-fatty-acid–CoA ligase bubblegum-like) and *Lsd2* (*lipid storage droplet*-*2* ^39^) genes. These genes are involved in the control of lipid storage reducing lipolysis and blocking fatty acid release, and their *Drosophila* knockouts were shown to have sleep rebound alterations following sleep deprivation^38^. Upregulation of these genes in the d*Sur* KD can be thereby a consequence of sleep deprivation in our d*Sur* KD flies.

Our disease multifactorial interaction network shows that many of the genes from the pathways indicated to be relevant for sleep duration (Fig. 1, based on the human GWAS and *Drosophila* transcriptomics data), had functional evidence of their involvement with sleep regulation, circadian rhythms, insulin secretion, gluconeogenesis and lipogenesis. Moreover, genes that are key for energy metabolism were activated or inhibited in the short sleeping flies, potentially for playing a role on sleep shortening or responding to it.

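*Glut1*, which encodes a glucose transporter, was lower in d*Sur* KD flies. Its brightest probe (3L, 992405 to 992464) had log2 signals of 10.30 ± 0.221 in d*Sur* KD and 11.13 ± 0.211 in control flies in "Pooled" (SD, n = 4). The log2 (d*Sur* KD/control) was -0.83 (standard error 0.146, limma adjusted p = 0.00081), and the signal fell by 43.8%. In "Night" the change was -0.36 and did not pass 5% (adjusted p = 0.093). Of its 3 other probes, 2 fell in "Pooled" (-0.96 and -0.52, adjusted p = 0.00075 and 0.0017) and 1 of these in "Night" (-0.39, adjusted p = 0.011). The difference between the conditions was 0.47 (limma adjusted p = 0.96 over all probes tested).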

## Electronic supplementary material

Supplementary Information

Supplementary Table S5

Supplementary Table S6

Supplementary Table S7

## References

[1] Allebrandt KV (2014). Chronotype and sleep duration: the influence of season of assessment. Chronobiol. Int..

[2] Wulff K, Gatti S, Wettstein JG, Foster RG (2010). Sleep and circadian rhythm disruption in psychiatric and neurodegenerative disease. Nat. Rev. Neurosci..

[3] Cappuccio FPF, D’Elia L, Strazzullo P, Miller MMA (2010). Sleep Duration and All-Cause Mortality: A Systematic Review and Meta-Analysis of Prospective Studies. Sleep.

[4] Laposky AD, Bass J, Kohsaka A, Turek FW (2008). Sleep and circadian rhythms: key components in the regulation of energy metabolism. FEBS Lett.

[5] Allebrandt KV (2013). A KATP channel gene effect on sleep duration: from genome-wide association studies to function in Drosophila. Mol. Psychiatry.

[6] Akrouh A, Halcomb SE, Nichols CG, Sala-Rabanal M (2009). Molecular biology of KATP channels and implications for health and disease. IUBMB Life.

[7] Maret S (2007). Homer1a is a core brain molecular correlate of sleep loss. Proc. Natl. Acad. Sci. USA.

[8] Zhang, K., Cui, S., Chang, S., Zhang, L. & Wang, J. i-GSEA4GWAS: A web server for identification of pathways/gene sets associated with traits by applying an improved gene set enrichment analysis to genome-wide association study. *Nucleic Acids Res*. **38** (2010).10.1093/nar/gkq324PMC289611920435672

[9] Kryger, M. H. b., Roth, T. d. e. & Dement, W. C. *Principles and Practice of Sleep Medicine*. *Principles and Practice of Sleep Medicine* (2005).

[10] Kantermann T, Juda M, Merrow M, Roenneberg T (2007). The Human Circadian Clock’s Seasonal Adjustment Is Disrupted by Daylight Saving Time. Curr. Biol..

[11] Allebrandt KV (2010). CLOCK Gene Variants Associate with Sleep Duration in Two Independent Populations. Biol. Psychiatry.

[12] Marchini J, Howie BN, Myers S, McVean G, Donnelly P (2007). A new multipoint method for genome-wide association studies by imputation of genotypes. Nat. Genet..

[13] Johnson RC (2010). Accounting for multiple comparisons in a genome-wide association study (GWAS). BMC Genomics.

[14] Lechner M (2012). CIDeR: multifactorial interaction networks in human diseases. Genome Biol..

[15] Shaw PJ (2000). Correlates of sleep and waking in Drosophila melanogaster. Science.

[16] Bolstad BM, Irizarry R, Astrand M, Speed TP (2003). A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics.

[17] Saeed A (2006). TM4 microarray software suit. Methods Enzymol..

[18] Gentleman, R., Carey, V., Huber, W., Irizarry, R. & Dudoit, S. Bioinformatics and Computational Biology Solutions Using R and Bioconductor. *Statistics for Biology and Health* (2005).

[19] Sales G, Calura E, Cavalieri D, Romualdi C (2012). graphite - a Bioconductor package to convert pathway topology to gene network. BMC Bioinformatics.

[20] Vastrik I (2007). Reactome: a knowledge base of biologic pathways and processes. Genome Biol..

[21] Gottlieb, D. J. *et al*. Novel loci associated with usual sleep duration: the CHARGE Consortium Genome-Wide Association Study. *Mol*. *Psychiatry* 1–8, doi:10.1038/mp.2014.133 (2014).10.1038/mp.2014.133PMC443029425469926

[22] Cirelli C (2009). The genetic and molecular regulation of sleep: from fruit flies to humans. Nat. Rev. Neurosci..

[23] Cavaliere, S. & Hodge, J. J. L. Drosophila KCNQ channel displays evolutionarily conserved electrophysiology and pharmacology with mammalian KCNQ channels. *PLoS One***6** (2011).10.1371/journal.pone.0023898PMC316843321915266

[24] Liguori R (2001). Morvan’s syndrome: peripheral and central nervous system and cardiac involvement with antibodies to voltage-gated potassium channels. Brain.

[25] Deboer T, van Diepen HC, Ferrari MD, Van den Maagdenberg AMJM, Meijer JH (2013). Reduced sleep and low adenosinergic sensitivity in cacna1a R192Q mutant mice. Sleep.

[26] Macedo PG (2011). Sleep-disordered breathing in patients with the Brugada syndrome. Am J Cardiol.

[27] Citri A, Yarden Y (2006). EGF-ERBB signalling: towards the systems level. Nat. Rev. Mol. Cell Biol..

[28] Foltenyi K, Greenspan RJ, Newport JW (2007). Activation of EGFR and ERK by rhomboid signaling regulates the consolidation and maintenance of sleep in Drosophila. Nat. Neurosci..

[29] Kushikata T, Fang J, Chen Z, Wang Y, Krueger JM (1998). Epidermal growth factor enhances spontaneous sleep in rabbits. Am. J. Physiol..

[30] Bang AG, Kintner C (2000). Rhomboid and star facilitate presentation and processing of the Drosophila TGF-?? homolog Spitz. Genes Dev..

[31] Nakagawa T (2005). Characterization of a human rhomboid homolog, p100hRho/RHBDF1, which interacts with TGF-?? family ligands. Dev. Dyn..

[32] Sun H (2014). Label-free cell phenotypic profiling decodes the composition and signaling of an endogenous ATP-sensitive potassium channel. Sci. Rep..

[33] Nichols CG, Singh GK, Grange DK (2013). KATP channels and cardiovascular disease: Suddenly a syndrome. Circulation Research.

[34] Benter IF (2009). Early inhibition of EGFR signaling prevents diabetes-induced up-regulation of multiple gene pathways in the mesenteric vasculature. Vascul. Pharmacol.

[35] Balasubramanian N, Slepak VZ (2003). Light-mediated activation of Rac-1 in photoreceptor outer segments. Curr. Biol..

[36] Taheri S, Lin L, Austin D, Young T, Mignot E (2004). Short sleep duration is associated with reduced leptin, elevated ghrelin, and increased body mass index. PLoS Med.

[37] Roenneberg T, Allebrandt KV, Merrow M, Vetter C (2012). Social jetlag and obesity. Curr. Biol..

[38] Thimgan MS, Seugnet L, Turk J, Shaw PJ (2015). Identification of Genes Associated with Resilience/Vulnerability to Sleep Deprivation and Starvation in Drosophila. Sleep.

[39] Thimgan MS, Suzuki Y, Seugnet L, Gottschalk L, Shaw PJ (2010). The Perilipin homologue, Lipid storage droplet 2, regulates sleep homeostasis and prevents learning impairments following sleep loss. PLoS Biol..

How the deposited data were processed for this re-analysis (not part of the article)

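Heads of d*Sur* KD flies (*elav*-*Gal4* driving RNA interference against *Sur*) and of control flies were measured on 16 Agilent arrays with 1 colour, 4 replicates in each of 4 groups: d*Sur* KD and control, in "Pooled" (collected every 3 h over 24 h) and "Night" (ZT 15). A sample holds RNA of 30 heads. The behavioural experiments and the human data of the paper were not analysed here, nor were the quantitative PCR values.

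Per the file headers, the deposited intensities of each array were made by the authors with Agilent Feature Extraction, which subtracted a background surface fitted across the array and corrected multiplicative trends within the array, without subtraction of the local background of each spot. These values are linear, were not normalized between arrays, and replace spots not above background by small positive values. The headers also give the mean brightness of each spot, its local background and flags for outliers, saturation and signal well above background. The authors deposited in addition a table of intensities that they had quantile-normalized between the 16 arrays and averaged over the spots of a probe, with probes left out after measures of spot quality that the paper describes in its supplementary methods, which were not used here. The values computed here were compared with that table. Between 93.7% and 98.4% of its probes per array lay within 0.1 on the log2 scale.

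The values given in the text start from the intensity of each spot. The linear values were quantile-normalized over the 16 arrays and log2 transformed, spots flagged as non-uniform or as population outliers were left out, and spots of the same probe were averaged. An array had 61657 spots apart from controls, of which 574 to 808 were flagged. A probe counted as well above background on an array if at least 0.5 of its spots were flagged so by the scanner software. It was tested if it was so on at least 3 of the 4 arrays of any group, which left 19873 probes of 9847 genes. Symbols on the array were matched to current ones for 65.5% of probes (21074), and 15436 of the tested probes were matched. Coordinates are those of the array design, on release 5 of the fly genome; the gene table of release 6 was used for names alone. A gene with several tested probes is represented by the brightest one unless stated, and other probes are given for some of the genes discussed.

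A linear model with the 4 groups (12 residual degrees of freedom) was fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with default options). The comparisons were d*Sur* KD against control in "Pooled" and in "Night", the difference between these effects (the interaction), and "Night" against "Pooled" within each genotype. P-values are two-sided unless stated and were adjusted by Benjamini-Hochberg over all tested probes, with a threshold of 5%. For a single gene, an exact permutation test over the 35 splits of 8 arrays into 4 and 4 gives the two-sided p-value, which cannot fall below 0.0286. Gene lists were tested with fry and camera from limma, and pathways with the one-sided hypergeometric test on genes called by their brightest probe among all tested genes, adjusted over the 15 pathways whose member lists were complete.

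Genes are named in the text if the paper names them or draws them in Fig. 2 or Fig. 3, if they belong to the fixed lists of potassium channel, insulin signalling, EGF ligand or core clock genes, or if they are among the 10 with the largest change in "Pooled". These 10 were taken from genes matched to the reference and called in both conditions in the same direction, with d*Sur* KD and control arrays not overlapping in either. Some genes that the paper names are not reported here. Any other gene is said to have been chosen after its values were seen. Lists of antenna, midgut and antimicrobial peptide genes were written later to test patterns seen on single arrays. A probe that was not well above background on any array of a group has no measured fold. It was set on each of these arrays to the lowest signal of any probe well above background there, or to its own value where that was higher, and the ratio is given as a lower bound.

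The precision follows from signal over background and from 4 replicates. The median signal of an array was 143 to 323, against 35.8 to 101 for negative control spots, and the latter were higher on the "Night" arrays scanned on the second day. Normally distributed data were simulated with the fitted spread of these arrays, and known changes were added to few of 19825 probes, 66 or 67 for each size. Of changes of 0.25, 0.5 and 1 on the log2 scale, 14.9%, 47.8% and 86.4% were recovered in "Night", and 0.03% of unchanged probes were called. Many more probes were called on the real arrays, for which this recovery was not simulated.

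The alternatives were normexp background correction (offset 50), 75th percentile normalization, the authors' normalized table, no filter on dim probes, a filter on signal above background on all 16 arrays, keeping flagged spots, separate fits of "Pooled" and "Night" with and without separate normalization, eBayes with the trend and robust options, blocks for replicate number, slide and scan date, the mean of all probes of a gene, a gene called by any probe, a false discovery rate of 1%, and leaving out each array in turn. A block for the scan run and a mask over the edge of 1 array were added after the values were seen.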

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

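The test of the X chromosome and the counts of other splits for d*Sur* KD against control in "Pooled" and in "Night" were set before the data were examined, as were the scan date block and the list of clock genes, but their use to weigh "Night" against "Pooled" was chosen after the result was seen, as were the other tests in this part. Single arrays that lie apart from the other 3 of their group are reported first. By chance about 1 in 20 groups holds such an array. Among the reported genes that the text of the paper names, 2 of 52 groups had one where 2.6 are expected. The antenna and midgut lists were written after such arrays had been seen, so the measures of whole arrays are not set against chance.

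On control "Pooled" replicate 4, 320 spots lay more than 3 on the log2 scale below the median of the other 3 arrays of the group, among spots where that median exceeded 9. Each of the other 3 arrays had 0 such spots. The scanner had flagged 75 of them. All 320 lie in the last 18 columns of the array, and the median distance from one to the nearest other was 1 spot, against 5.92 to 7.28 for bright spots drawn at random 100 times. A local defect of the array is consistent with this. Such spots also lay in these columns on control "Night" replicate 4 (34 of 41) and d*Sur* KD "Pooled" replicate 4 (25 of 35), which were not masked. No biological explanation was tested. The spots belong to 316 tested probes. With this edge masked, 4651 of the 4896 probes called in "Pooled" stayed called, 245 were lost and 275 gained, and of the 316 probes 78 were called instead of 23.

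On d*Sur* KD "Night" replicate 4, 19827 probes were well above background against 18393 to 18441 on the other 3. It is the 1 array of the group scanned on the first day, when negative control spots were dimmer (39.8, against 65.8 to 93.1). Control "Night" replicate 4, the 1 array of its group scanned on that day, also had more (20485 against 16665 to 18761), with negative controls at 37.9 against 65.9 to 101. A difference between the scan days is consistent with both, and a difference of the samples was not tested. Without d*Sur* KD "Night" replicate 4, 4181 probes were called in "Night" instead of 4702.

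The median of the tested midgut genes (7 of a list of 24 digestive enzyme genes were measured in these heads) was 12.74 on d*Sur* KD "Night" replicate 4 against 5.78 to 6.06 on the other 3, and 10.12 on d*Sur* KD "Pooled" replicate 4 against 6.06 to 6.17. On the first, the list lay 5.95 above the other arrays (median over its genes, log2), and on the second 2.80. Gut tissue in these samples may explain it and remains a hypothesis. The most abundant genes of the list were *deltaTry*, *LvpH* and *Amy-p*, with mean log2 signals of 11.56, 10.58 and 10.34 over all arrays. The difference of the list median between the genotypes did not pass 5% (1.18 in "Pooled", exact permutation p = 0.26; 2.15 in "Night", p = 0.17). All 7 genes were higher in d*Sur* KD flies in both conditions, and 1 was called in each, *Amy-p* (1.53 and 1.65). A difference between the genotypes stays open.

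The median of the antenna genes (9 of a list of 12 were measured) was 9.29 on d*Sur* KD "Night" replicate 1 against 5.90 to 6.10 on the other 3. The most abundant, *Pbprp2*, with a mean of 15.63, was 0.20 lower there (-0.20), and 8 of the 9 were higher, with the list 2.72 above the other arrays. The list was highest on control "Night" replicate 3 (11.52, or 3.79 above the other arrays of its group, with 9 of 9 higher), where *Pbprp2* changed by 0.02. It was 9.80 on d*Sur* KD "Pooled" replicate 3, or 2.02 above, with 9 of 9 higher. The difference between the genotypes did not pass 5% (-0.32 in "Pooled", exact permutation p = 0.69; -1.50 in "Night", p = 0.20). In d*Sur* KD flies 8 of the 9 genes were lower in "Pooled" and all 9 in "Night", 0 of them called in limma, and a difference stays open. No explanation was tested.

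Of the genes named in the text, *bgm* was 14.00 on control "Night" replicate 2 against 13.72 to 13.76 and *Irk1* 7.98 on control "Pooled" replicate 4 against 7.76 to 7.77. The number of these is near that expected by chance, and no explanation was tested.

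The log2 (d*Sur* KD/control) of *cry*, a clock gene, differed between the conditions by 0.46 (limma adjusted p = 0.0079 over the 8 clock genes alone and 0.88 over all probes). It was 0.15 in "Pooled" and 0.60 in "Night". A change in phase or in level would both give such a difference, and neither was tested.

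The paper does not report "Night" against "Pooled" within a genotype. In control flies 628 probes passed 5% in limma, 210 higher and 418 lower in "Night", and in d*Sur* KD flies 1182, 502 higher and 680 lower. In each genotype 1 of the 35 splits of the arrays, the real one, gave as many, so that chance is excluded as the cause; the highest other counts were 3 and 16. Most "Night" arrays were scanned on another day than the "Pooled" arrays. With the scan date as a block, 607 probes were called in control flies, of which 312 were among the 628, and 558 in d*Sur* KD flies, of which 377 were among the 1182. All 628 and all 1182 kept their direction. In control flies the 607 include others than the 628, and the 312 that stayed called argue against the scan date as the whole cause for these. For the probes lost it stays open, as each genotype has 1 "Night" array on the first day. Of the 8 clock genes, 5 were called in control flies (6 adjusted over the list alone): *per* (0.97), *tim* (0.71) and *vri* (0.77) higher and *Clk* (-2.04) and *cry* (-1.39) lower in "Night", a number that 1 of 35 splits reached. With the scan date as a block, *per*, *tim*, *Clk* and *cry* stayed called in the same direction and *vri* did not stay called. In d*Sur* KD flies 6 were called.

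The genes with the largest changes in "Pooled" are not discussed in the paper. In d*Sur* KD flies *retinophilin* was at least 667-fold higher, *Cyp6a2* at least 186-fold, *Cyp6a17* at least 172-fold, *GlcAT-I* at least 91.5-fold and *CG42362* at least 9.09-fold, as their probes were not well above background on any control array. On the log2 scale *v* was 6.40 higher, *w* 5.39 and *Cyp28a5* 4.76. The fitted value for *defl* was 4.71, but its probe was well above background on 1 of 4 control arrays, so the size of that change was not measured well. The brightest probes of *retinophilin* and *GlcAT-I* did not rise with these (-0.21 and -0.12, limma adjusted p = 0.048 and 0.24). The genes *v* and *w* are eye colour genes often used as markers in fly stocks, and the genotypes of the stocks beyond the labels were not analysed here. A difference in strain background is a candidate explanation. If it lay on the X, large changes would be enriched there. The odds ratio of a change beyond 1 on the log2 scale was 1.24 for X against the autosomes (Fisher's exact test, two-sided p = 0.017), which fits a small part, but 78.6% of the 810 such probes are on the autosomes, which hold 81.9% of the tested probes, so the X alone leaves most of them open. A sequence variant under single probes would leave the other probes of a gene unmoved. Over 125 genes their median change, turned to the sign of the changed probe, was 0.23 (bootstrap interval 0.14 to 0.45), against 1.42 for the changed probes themselves, and in 60 another probe was called the same way. This argues against such variants as the whole cause for the genes as a set, but most of the size of the change was not shared by the other probes, and there effects on single probes stay open. In 50 genes the median of the other probes was below 0.1 in that direction or went the opposite way, and for these it was not settled. Effects of the knockdown itself stay open as well.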

How the results depend on the processing

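The block for the scan run and the edge mask were chosen after the values were seen, as were the tests of lists without *Sur* and the counts of other splits except those for d*Sur* KD against control in "Pooled" and in "Night". The replicate numbers do not pair d*Sur* KD with control arrays, which correlated for the same number by -0.04 to 0.07 in "Pooled" and by -0.09 to 0.19 in "Night" after the group means were removed. "Night" and "Pooled" arrays of the same number correlated by 0.03 to 0.36 in d*Sur* KD and by 0.08 to 0.24 in control flies. The model used for them is unpaired, and with the replicate block 1320 instead of 1182 and 756 instead of 628 probes were called. The scan run block gives no value for "Night" against "Pooled".

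The counts of called probes in "Pooled" and "Night" stayed within 1.5 times of 4896 and 4702 in all alternatives except a false discovery rate of 1%, which left 2829 and 2841, 2076 in both, 258 for "Night" against "Pooled" in control and 405 in d*Sur* KD flies, and 5 pathways in "Night"; here the stricter threshold itself is the cause. Otherwise they ranged from 4112 (no filter on dim probes) to 5400 (separate fits) in "Pooled" and from 3224 (separate fits) to 5296 (scan run block) in "Night". With the replicate block, 5223 and 5135 were called. With single arrays left out they ranged from 3750 to 5149 and from 4178 to 4704. For each count, 1 of 35 splits of the arrays, the real one, gave as many, and the highest other counts were 1 and 13. For the probes called in both, 1 of 100 drawn pairs of splits gave as many. Chance is excluded for these.

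The interaction, with 0 probes, had 2 with the authors' normalized values, 1 with the trend and robust options, 1 with the replicate block and 2 with the edge mask, and 0 to 1 with single arrays left out (1 without d*Sur* KD "Night" replicate 2 and 1 without replicate 4). All 100 of 100 drawn splits gave at least 0, which any split does, so this count tests nothing. "Night" against "Pooled" in d*Sur* KD flies fell from 1182 to 753 with no filter on dim probes and to 558 with the scan date block, and ranged from 609 (without d*Sur* KD "Night" replicate 2) to 1458 (without d*Sur* KD "Night" replicate 4) with arrays left out, with 640 and 773 without d*Sur* KD "Pooled" replicate 2 and 4. In control flies it ranged from 363 (without control "Pooled" replicate 2) to 725 (without d*Sur* KD "Night" replicate 4), with 381 without control "Pooled" replicate 1. The cause was not tested.

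Regulation of Insulin Secretion, lower by fry in both conditions, was no longer past 5% with 75th percentile normalization (0.25 in "Pooled" and 0.22 in "Night") or with the mean of all probes (0.44 and 0.92), and ranged from 0.012 to 0.054 in "Pooled" with single arrays left out (0.054 without control "Pooled" replicate 4 and 0.053 without d*Sur* KD "Pooled" replicate 1). It did not pass by camera in "Pooled" in any alternative. The potassium channel list was past 5% by fry in every alternative, and by camera in all but the mean of all probes in "Night" (0.059). For both lists in both conditions, and for the insulin signalling list in "Pooled", 1 of 35 splits gave a mean statistic as far from 0, and for insulin signalling in "Night" 5 of 35, where chance cannot be excluded. Both lists hold *Sur*, whose fall was set by the design. Without it, the potassium channel list still had 1 of 35 in each condition, but Regulation of Insulin Secretion had 3 of 35 in "Pooled" and 4 of 35 in "Night" and did not pass by fry, so chance cannot be excluded for its other genes. The cause was not tested.

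The number of pathways past 5% in "Pooled" (5) was 3 with separate fits, 3 with separate normalization and fits, and 2 with a gene called by any probe. In "Night" (3) it was 6 with 75th percentile normalization, 5 with separate fits, 5 with separate normalization and fits, 1 with the replicate block, and 1 (without control "Night" replicate 2) to 4 with arrays left out. 1 of 35 splits gave as many in each condition. The cause was not tested.

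Called probes were rarer on the X than on the autosomes in "Night" (odds ratio 0.878, Fisher's exact p = 0.0039) and not past 5% in "Pooled" (0.921, p = 0.064). The first was no longer past 5% with normexp (0.936), no filter (0.933), separate fits (0.919) and separate normalization and fits (0.924), and ranged from 0.855 to 0.920 with arrays left out, past 5% in all but the last (without d*Sur* KD "Night" replicate 4). The second passed with the authors' values (0.912), flagged spots kept (0.910), separate fits (0.9095), separate normalization and fits (0.909) and the edge mask (0.915), and ranged from 0.904 (without control "Pooled" replicate 4) to 0.997 with arrays left out. It also passed without d*Sur* KD "Night" replicate 2 (0.907), control "Night" replicate 4 (0.912), d*Sur* KD "Pooled" replicate 2 (0.912) and control "Pooled" replicate 3 (0.907). With no filter it was 1.003. The cause was not tested.

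Of 220 results for single genes, 139 were counted as the same in all alternatives. Of the 91 called, 52 were called in all. Not every turn of direction was counted as a reversal. With 75th percentile normalization the count was 0. Yet *Ras85D* in both conditions, *Hk* in "Night", and *Ilp2* and *Irk2* in "Pooled", none called, turned there. With the mean of all probes of a gene, 6 reversed: *Sh* in "Night" (0.01), *inaC* in "Night" (0.070), *Dap160* (-0.043 in "Pooled", -0.12 in "Night") and *Pdp1* (-0.21 and -0.057); there the other probes of the gene differ from the brightest. The call of *Sh* in "Pooled" was lost in 13 of 31 alternatives. The cause of the other changes was not tested.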

Differences from the paper's values

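Alternatives named here were set before the data were examined unless stated. In "Night" 4702 probes were called and the paper gives 2885 genes. The called probes stand for 3010 genes in "Night" and 3017 in "Pooled", where the paper gives 4941. The rows of the paper's Supplementary Table S7 are probes, so its counts may be of probes. In "Pooled" the probe count here, 4896 (2163 higher, 2733 lower), lies near the paper's 4941 (2220 and 2721). In that case the nearness of 3010 genes to 2885 in "Night" compares unlike units. Of the called probes, 1044 in "Night" and 1189 in "Pooled" were not matched to a reference gene. Among the 9847 genes of the pathway test, 3025 in "Night" and 3040 in "Pooled" had any called probe. The alternatives that come within 1.5 times of the paper's count are normexp background correction, no filter on dim probes, the filter on all 16 arrays, separate fits with and without separate normalization, a false discovery rate of 1%, and leaving out d*Sur* KD "Night" replicate 1, 2 or 4 or control "Night" replicate 1, 2 or 3; the other 17 do not. For higher probes the values are 2102 here and the paper's 1343, reached by the same alternatives and without d*Sur* KD "Night" replicate 3 or d*Sur* KD "Pooled" replicate 3, and not by the other 15. For lower probes they are 2600 here and the paper's 1542, reached with normexp, 75th percentile normalization, no filter on dim probes, separate fits with and without separate normalization, a false discovery rate of 1%, and without d*Sur* KD "Night" replicate 1 or 4 or control "Night" replicate 1 or 4, and not by the other 19.

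The log2 change of *Cyp6a2* in "Pooled" is at least 7.54 here and 6.79 in the paper's Supplementary Table S7. Normexp, the authors' normalized values and leaving out control "Pooled" replicate 2 give a bound within 1.5 times of the paper's fold, and the other 24 do not.

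The q-values of the pathways differ. They are adjusted here over the 15 pathways with complete member lists, and the paper's come from its own full set of pathways. The adjustment alone does not account for the gap. Before it, the one-sided hypergeometric p was 0.56 for Regulation of Insulin Secretion in "Night". For GABA synthesis, release, reuptake and degradation in "Pooled" it was 0.94. The cause was not identified. A value that the paper prints as 0 was counted as different whatever the alternative gave. None of the 31 alternatives comes within 1.5 times of the paper's other values. In "Night", the paper gives 0 for GABA synthesis, release, reuptake and degradation (0.949 here), 0 for Metabolism of polyamines (0.0073 here), 0 for Purine ribonucleoside monophosphate biosynthesis (0.021 here), 2.2e-05 for Factors involved in megakaryocyte development and platelet production (0.795 here), 6.8e-05 for Regulation of Insulin Secretion (0.795 here), 8.7e-05 for Amino acid and derivative metabolism (0.021 here), 0.000175 for Amino acid synthesis and interconversion (0.162 here) and 0.00105 for Nucleotide metabolism (0.162 here). In "Pooled", the paper gives 0 for GABA synthesis, release, reuptake and degradation (0.945 here), 0 for Metabolism of polyamines (0.0030 here), 0 for Purine ribonucleoside monophosphate biosynthesis (0.0161 here), 0.0172 for Factors involved in megakaryocyte development and platelet production (0.938 here), 0.0163 for Regulation of Insulin Secretion (0.938 here), 3.3e-09 for Amino acid and derivative metabolism (0.0026 here), 0 for Amino acid synthesis and interconversion (0.0316 here), 0.00142 for Nucleotide metabolism (0.0524 here), 0 for Aquaporin-mediated transport (0.938 here), 0 for Beta-catenin phosphorylation cascade (0.938 here), 0 for Beta-oxidation of pristanoyl-CoA (0.134 here), 0 for Bile acid and bile salt metabolism (0.119 here), 0 for Branched-chain amino acid catabolism (0.0161 here), 0 for Ca-dependent events (0.938 here) and 0 for Calmodulin induced events (0.938 here).

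Some genes differ in direction or call. The paper states that *inaC* was increased, and its brightest probe fell by 0.21 in "Pooled" and by 0.13 in "Night" (limma adjusted p = 0.00054 and 0.018). Its other probe rose by 0.16 and 0.27 and was called in "Night", the direction that the paper states. The paper also reports differential expression of *inaC* by quantitative RT-PCR in both conditions, and those values were not analysed here. The paper's own supplementary pathway sheets give -0.21 and -0.14 for it. The mean of all probes gives 0.07 in "Night", not called. It states that *EGF* was up, and the 4 ligand genes were lower. It states that *KCNQ* was increased, and the brightest probe changed by 0.06 and 0.04, not called; the mean of all probes is called (0.21 and 0.27), as is 1 of the other probes. *cac*, stated as reduced, changed by -0.24 in both conditions, not called; it is called with normexp in both, in "Pooled" also with separate fits with and without separate normalization, with the mean of all probes and without control "Night" replicate 1, and in "Night" also with the slide block and without control "Night" replicate 1, as well as in both with the scan run block, which was chosen after the values were seen. *Irk2*, drawn as lower in "Night", changed by -0.13, not called; it is called with the trend and robust options and without d*Sur* KD "Pooled" replicate 1. *Lsd-2*, stated as raised, rose by 0.16 in "Night", not called; it is called with 75th percentile normalization and without d*Sur* KD "Night" replicate 3. The paper states lower insulin signalling, and 22 of 28 genes were lower in "Pooled" and 16 in "Night". It states higher significance of Regulation of Insulin Secretion in "Night" than in "Pooled", and the pathway passed the hypergeometric test in neither.

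In the heat maps and diagrams, these are drawn as changed and were not called here by their brightest probe. In "Pooled": *nrv1* (0.07, in no alternative), *Cbl* (-0.02, called with the mean of all probes), *nAcRbeta-64B* (-0.15, called with the mean of all probes and without d*Sur* KD "Pooled" replicate 4), *GluClalpha* (-0.28, called with the mean of all probes, the trend and robust options, the scan date block, and without d*Sur* KD "Night" replicate 4 or control "Pooled" replicate 1, and with the scan run block, chosen after the values were seen), *trpl* (-0.17, called with separate fits with and without separate normalization and the scan run block, chosen after the values were seen), *CG17082* (-0.09, in no alternative, drawn as higher), *rin* (-0.15, drawn as higher; called as lower with the trend and robust options and without d*Sur* KD "Night" replicate 2), *RhoGAP93B* (-0.08, called with the mean of all probes), *Rac1* (-0.19, called with separate fits with and without separate normalization, the scan date block, without d*Sur* KD "Night" replicate 4, and the scan run block, chosen after the values were seen), *RhoGAP68F* (-0.08) and *vav* (-0.0053), both in no alternative, and *GABA-B-R1* (-0.20, called with the filter on all 16 arrays, the trend and robust options, the slide block, the mean of all probes, without d*Sur* KD "Night" replicate 1 or d*Sur* KD "Pooled" replicate 2, and the scan run block, chosen after the values were seen). In "Night": *nrv1* (0.07), *GluClalpha* (-0.02) and *Pi3K68D* (-0.02), each called with the mean of all probes, *Cip4* (-0.05), *RhoGAPp190* (-0.10), *CG17082* (-0.07, drawn as higher) and *rin* (-0.01, drawn as higher), each in no alternative, and *RhoGAP100F* (-0.28, called with the slide block, the scan date block, the mean of all probes, and the scan run block, chosen after the values were seen). *Dap160* is drawn as lower in "Night", and its brightest probe rose by 0.23 and was called (and in 14 of 31 alternatives), while the mean of all probes is -0.12. For some genes of this part not called by the brightest probe, other probes were called. Of the 5 tested probes of *nAcRbeta-64B*, 4 were called lower in "Pooled".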

Other observations

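All tests in this part were chosen after the result was seen. Antimicrobial peptide genes were noticed on control "Night" replicate 1, where the list lay 3.92 above the other control arrays of its group (median over the genes, log2). Of a list of 14 genes, 12 were measured in these heads. In "Pooled" 12 were higher in d*Sur* KD flies and 6 were called in limma, and in "Night" 11 were higher and 9 called. The list median was 11.67 in d*Sur* KD and 8.82 in control flies in "Pooled" (exact permutation test, two-sided p = 0.0286) and 11.06 and 6.64 in "Night" (p = 0.0571). In "Pooled" 1 of 35 splits of the arrays gave a mean statistic as far from 0, and in "Night" 2 of 35, where chance cannot be excluded. The list passed by fry, which allows for the correlation between genes (p = 0.013 and 0.0047), and by camera (p = 0.00058 and 2.2e-05). By fry it passed in all alternatives, and by camera in all but the filter on all 16 arrays in "Pooled" (0.113). The most abundant genes were *Drs* and *AttA*, with mean log2 signals of 12.98 and 12.91. *Drs* did not move (0.14 and -0.03), and *AttA* rose by 2.10 (limma adjusted p = 0.096) and 3.55 (adjusted p = 0.0083). An infection of some cultures, an effect of genotype and a difference between strains were not tested.

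*CG32551* had the largest fall in "Pooled" among the genes with the largest changes, at least 26.4-fold lower in d*Sur* KD flies, where it was not well above background on any array.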
